# Oligodendrocyte precursor cells present antigen and are cytotoxic targets in inflammatory demyelination

**DOI:** 10.1038/s41467-019-11638-3

**Published:** 2019-08-29

**Authors:** Leslie Kirby, Jing Jin, Jaime Gonzalez Cardona, Matthew D. Smith, Kyle A. Martin, Jingya Wang, Hayley Strasburger, Leyla Herbst, Maya Alexis, Jodi Karnell, Todd Davidson, Ranjan Dutta, Joan Goverman, Dwight Bergles, Peter A. Calabresi

**Keywords:** Imaging the immune system, Antigen-presenting cells, Multiple sclerosis, Neuroimmunology

## Abstract

Oligodendrocyte precursor cells (OPCs) are abundant in the adult central nervous system, and have the capacity to regenerate oligodendrocytes and myelin. However, in inflammatory diseases such as multiple sclerosis (MS) remyelination is often incomplete. To investigate how neuroinflammation influences OPCs, we perform in vivo fate-tracing in an inflammatory demyelinating mouse model. Here we report that OPC differentiation is inhibited by both effector T cells and IFNγ overexpression by astrocytes. IFNγ also reduces the absolute number of OPCs and alters remaining OPCs by inducing the immunoproteasome and MHC class I. In vitro, OPCs exposed to IFNγ cross-present antigen to cytotoxic CD8 T cells, resulting in OPC death. In human demyelinated MS brain lesions, but not normal appearing white matter, oligodendroglia exhibit enhanced expression of the immunoproteasome subunit PSMB8. Therefore, OPCs may be co-opted by the immune system in MS to perpetuate the autoimmune response, suggesting that inhibiting immune activation of OPCs may facilitate remyelination.

## Abstract (web summary)

In multiple sclerosis (MS), antigen-presenting cells inducing cytotoxic T cell response against mature oligodendrocytes remain to be identified. Here the authors show that oligodendrocyte precursors cross-present antigen taken up from mature oligodendrocytes, and are targeted by cytotoxic T cells in cell culture and in an animal model of MS.

## Introduction

Oligodendrocyte precursor cells (OPCs) that express the proteoglycan neuron-glial antigen 2 (NG2) are a highly dynamic, proliferative group of progenitors that remain abundant in the adult CNS. Differentiation of OPCs into oligodendrocytes allows oligodendrocyte generation to continue into adulthood for adaptive myelination and the ability to regenerate myelin following injury or disease. However, the abundance and broad coverage of NG2^+^ OPCs in both gray and white matter of the CNS, suggests that they may have other functions; indeed, OPCs survey their microenvironment through constant filopodia extension^1–4^, migrate to sites of injury and respond to inflammatory cues^5–8^, behaviors remarkably similar to microglial cells. The significance of these non-progenitor behaviors in both physiological and pathological conditions are not well understood.

In the setting of chronic inflammatory demyelinating diseases such as multiple sclerosis (MS) the process of endogenous remyelination is inefficient, rendering axons susceptible to degeneration through loss of trophic support and direct toxic effects of immune cells. Recently, subsets of immune cells have been shown to have differing roles in response to demyelination. OPCs express cytokine receptors, and their differentiation is inhibited by interferon-gamma (IFNγ)^9–14^, interleukin-17 (IL-17)^5,6^, and high doses of tumor necrosis factor (TNF)^15,16^, but the mechanistic pathways mediating these effects remain incompletely understood. T regulatory cells (Treg)^7^ and alternatively activated monocytes (M2)^17^ can facilitate endogenous remyelination through direct actions on OPCs, but Tregs are known to be deficient in MS^18^. Whereas, CD4^+^ T cells of the Th1 and Th17 lineage have long been recognized to be key in the establishment and perpetuation of MS^19–21^. Although genetic variation in MHC class II alleles has been strongly associated with MS risk implicating CD4^+^ T cells, CD8^+^ cells outnumber CD4^+^ cells in MS lesions^22–24^. In addition, axonal damage closely correlates with CD8^+^ cell number prevalence rather than CD4 prevalence^25^. While CD4^+^ and CD8^+^ cells mediate pathology through cytokine release, the additional cytotoxic properties of CD8^+^ cells are likely important in the pathogenesis of MS^26–31^. Importantly, recruitment of OPCs to the demyelinated lesion temporally and spatially overlaps with the persistence of CD4^+^ and CD8^+^ T cells^32^, suggesting that OPCs may be influenced by changes in the microenvironment caused by T cells.

We and others have previously used in vivo genetic fate tracing to track the differentiation of OPCs into mature myelin-producing oligodendrocytes during remyelination in the cuprizone model^33,34^. We demonstrated that adoptive transfer of myelin-reactive T effector cells inhibits endogenous remyelination in the corpus callosum without causing irreparable damage to the axons, as occurs in the spinal cord of animals with experimental autoimmune encephalomyelitis (EAE)^35^. Based on these prior studies we hypothesized that inflammatory cytokines might directly influence the properties of OPCs and inhibit their differentiation.

Here, we identify a signaling pathway in OPCs that both diverts them from differentiating into mature oligodendrocytes and induces expression of antigen-presenting capacity through induction of the immunoproteasome. IFNγ conditioned OPCs highly express MHC class I molecules and present antigens to cytotoxic T cells, in vitro and in vivo. Analysis of postmortem MS tissue reveals the presence of immunoproteasome expressing Sox-10^+^ cells in white matter lesions, suggesting that OPCs in human disease exhibit similar phenotypic changes. Therapeutic manipulation of this pathway could facilitate functional remyelination by suppressing OPC mediated inflammation, reducing cytotoxic mediated cell death and promoting their differentiation into myelin-forming oligodendrocytes.

## Results

### Effector T cells inhibit remyelination by targeting OPCs

To better understand the mechanisms by which IFNγ/IL-17 dual producing T cells inhibit remyelination, we adoptively transferred (AT) myelin-reactive cytokine secreting T cells into mice following 4 weeks of 0.2% CPZ^35^. In vivo lineage tracing of OPCs was performed utilizing *PDGFRα-CRE*^*ER*^x*Rosa26-YFP* mice (C57BL/6) (Supplementary Fig. 1a)^33^. The recombined population of OPCs mobilized to promote myelin repair was monitored during remyelination and the influence of the effector T cell transfer was quantified (Supplementary Fig. 1b–e).

We analyzed the differentiation of YFP^+^ OPCs and myelin content at 1 and 2 weeks after AT (Fig. 1a–d, Supplementary Fig. 2a, b). We detected CD3^+^ cells at both time points in CPZ and non-CPZ mouse corpus callosum following AT (Fig. 1a, b, Supplementary Fig. 2a, b). Black Gold myelin staining revealed that remyelination was inhibited post AT, but T cells by themselves do not cause demyelination in non-CPZ corpora callosa (Fig. 1b, Supplementary Fig. 2b). A significant reduction in total YFP^+^ cells was observed at both time points in AT-CPZ mice (Fig. 1c, d). We analyzed the proportion of YFP^+^ oligodendrocyte lineage cells using the markers PDGFRα, and CC1. In AT-CPZ mice one week post adoptive transfer, the two populations of OPCs (YFP^+^/PDGFRα^+^/CC1^−^) and intermediate oligodendrocytes (YFP^+^/PDGFRα^−^/CC1^−^) were significantly reduced in comparison to CPZ alone (Fig. 1a, c, Supplementary Fig. 2a). The YFP^+^ mature oligodendrocyte population was significantly reduced in the AT-CPZ mice, as compared to CPZ alone two-weeks post AT (Fig. 1b, d, Supplementary Fig. 2b). Since it would be expected that homeostatic OPC proliferation would maintain cell numbers, an explanation for the reduced number of YFP^+^ cells might be that the OPCs or oligodendrocyte lineage cells were undergoing cell death specifically in AT-CPZ mice, thus retarding the homeostatic process, a hypothesis that we mechanistically pursued in subsequent experiments.

**Fig. 1:**
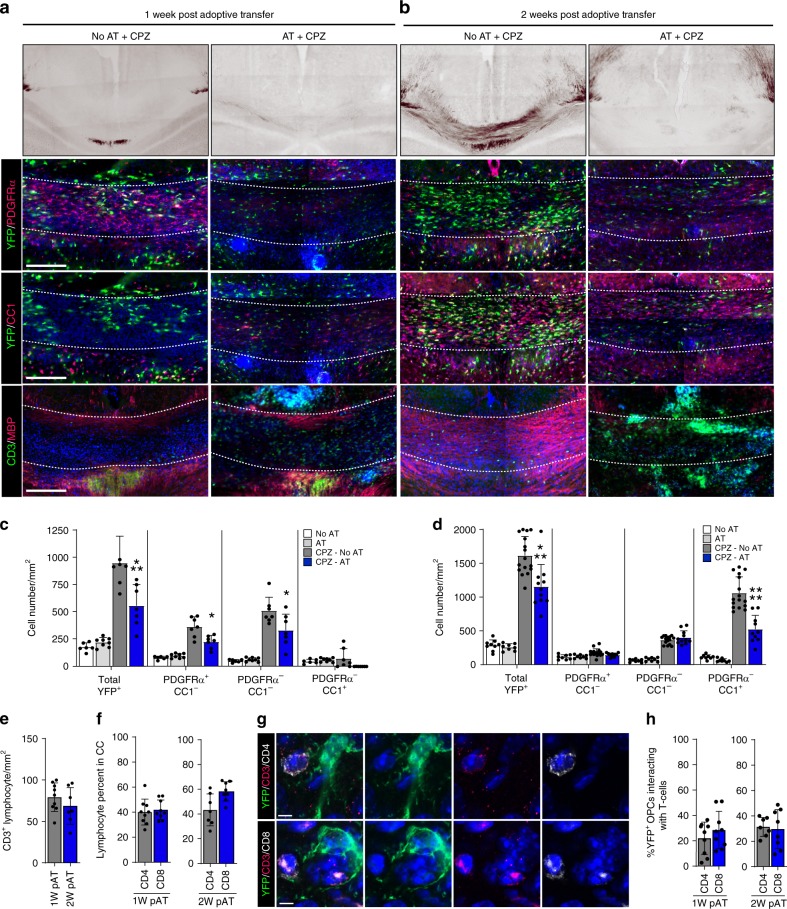
Effector T cells inhibit remyelination by targeting OPCs. *PDGFRα-Cre*^*ER*^ *x Rosa26-YFP* were kept on a 0.2% CPZ diet for a total of 4-weeks. 4HT injection at 3-weeks allowed for tracking of OPCs through the remyelination process. Approximately 8–10 million MOG_35-55_ specific T cells were injected into recipient mice at 4-weeks. **a** 1-week (scale bar 400 μm) and **b** 2-week images of Black Gold myelin staining (1^st^ row). Representative images of the corpus callosum of brain sections (**a**, **b** 2nd row–4th row) stained with YFP/PDGFRα (**a**, **b**-2nd row) allowed tracking of recombined OPCs, stained with YFP/CC1 identified recombined mature oligodendrocytes (**a**, **b**-3rd row) and stained with CD3/MBP show the distribution of lymphocytes and myelin (**a**, **b**-4th row). **c**, **d** Quantification of 1-week (**c**) and 2-week (**d**) immunohistochemistry data to identify different stages of oligodendrocyte differentiation using the markers YFP, PDGFRα, and CC1. Oligodendrocyte lineage populations were compared between groups; No-CPZ (white; *n* = 6,8), No-CPZ+AT (gray; *n* = 8,8), CPZ (charcoal; *n* = 7,16), and CPZ+AT (blue; *n* = 7,11). Significance for quantified data **c**, **d** was assessed by one-way ANOVA analysis followed by Tukey’s multiple comparison analysis (*α* = 0.05, *≤0.05, **≤0.01, ***≤0.001, ****≤0.0001) [(Total YFP^+^ mean diff; 5w = 387.2; 95% CI = 153.3–621.1, CC1^−^/PDGFRα^+^ mean diff; 5w = 136.8; 95% CI = −28–301.6, CC1^−^/PDGFRα^−^ mean diff; 5w = 178.2; 95% CI = 13.39–343), (Total YFP^+^ mean diff; 6w = 461; 95% CI = 206−716.1, CC1^+^/PDGFRα^−^ mean diff; 6w = 535.9; 95% CI = 353.2–718.7)]. **e** Quantification of immunohistochemistry staining of total CD3 in the corpus callosum at 1-week and 2-week post AT (left). **f** Of the total CD3^+^ percent CD4^+^ (gray; *n* = 9,7) and CD8^+^ (blue; *n* = 9,8) was quantified at 1-week (middle) and 2-week (right). **g** Representative confocal images of CD3^+^/CD4^+^ T cell interaction (top) and CD3^+^/CD8^+^ T cell interaction (bottom) with YFP^+^ oligodendrocyte lineage cell (scale bar = 2 μm). **h** Proximity analysis of OPC interaction with CD4^+^/CD8^+^ T cells at 1 week and 2-weeks post AT. OPC to T cell interaction was determined using Imaris microscopy image analysis software and the percent of YFP^+^ OPCs interacting with either a CD4^+^ or CD8^+^ T cells indicates that OPCs do not preferentially interact with one T cell type at either 1 week or 2-weeks post AT. The range of YFP^+^ cells interacting with T cells is between 20 and 30% (CD4^+^ 1-week; 21.9%, 95% CI = 12.2–31.7 CD8^+^ 1-week; 28.4%, 95% CI = 17.1–39.8, CD4^+^ 2-week; 31.3% 95% CI = 24.5–38.2, CD8^+^ 2-week; 25.6%, 95% CI = 16.7–42.4), as analyzed by an unpaired Student’s *t*-test (P*≤0.05, **≤0.01, ***≤0.001, ****≤0.0001)

In order to define the relationship between T-lymphocytes and remyelination, we analyzed the number of CD3^+^ cells at 1-week and 2-weeks post AT and CPZ withdrawal (Fig. 1e) and found that the density of T cells in the corpus callosum was not significantly different between time points. While MBP staining was reduced in the AT-CPZ mice, the distribution of areas of demyelination and remyelination was variable throughout the corpus callosum of AT-CPZ mice; therefore, we examined the relationship between CD3^+^ signal intensity and MBP rich or MBP sparse regions (Supplementary Fig. 3a). The signal intensities of MBP and CD3^+^ were negatively correlated (Supplementary Fig. 3b), supporting the hypothesis that CD3^+^ cells establish a microenvironment that is not conducive to remyelination. CD4^+^ and CD8^+^ T cell densities in the corpus callosum were not significantly different at either time point (Fig. 1f) and both cell types were found to interact equally with YFP^+^ cells (Fig. 1g). Approximately 20–30% of YFP labeled OPCs were found to be interacting with either CD4^+^ or CD8^+^ T cells (Fig. 1h). Taken together, these results suggest that IL-17/IFNγ producing T cells disrupt remyelination independent of the differentiation status of OPCs.

### IFNγ promotes antigen cross-presentation in OPCs

Since CD4^+^ T cells exhibit their effector function primarily through cytokine production, we interrogated the influence of IFNγ and IL-17 on the process of OPC differentiation. Primary mouse OPCs were cultured in vitro following A2B5 positive selection (95–98% purity)^36^. OPCs were expanded with PDGF prior to cytokine treatment and differentiation was induced by exposure to T3^37^. Differentiating OPC cultures were treated for a total of 96 hours prior to analysis of gene (Fig. 2a) and protein (Fig. 2b) expression. Cultures exposed to either IL-17 or IFNγ had significantly lower MBP levels, while Sox-10 gene expression and Olig2 protein expression were not significantly altered. We next hypothesized that IFNγ stimulation might have altered the phenotype of OPCs. 

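The gene expression data of Fig. 2c–e come from 27 Affymetrix arrays of rat OPCs, with 3 independent biological replicates for each of 9 conditions. OPCs were taken from cerebral cortices with magnetic beads against A2B5, a ganglioside on the surface of glial progenitors. The cells of the 0 h arrays were kept in PDGF (20 ng/mL), a growth factor that holds them as dividing progenitors. The other cultures were taken out of PDGF and given thyroid hormone (T3, 10 nM), which starts the differentiation into oligodendrocytes, alone or with IFNγ (10 ng/mL), for 8, 24, 48 or 96 h. T3 cultures compared with PDGF cultures therefore differ in the loss of PDGF and in time in culture as well as in T3. PDGF arrays exist at 0 h only, so these causes are not separated. Effects ascribed to T3 below are the changes in this comparison. T3+IFNγ and T3 cultures of the same time differ in IFNγ. The arrays of IFNγ alone in Fig. 2e are not analysed here. The authors summarized each probe set by RMA, which gives a background-corrected and quantile-normalized signal on the log2 scale. From these values, 14217 genes were compared between groups with limma, each gene read from its brightest probe set, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Differences are given on the log2 scale, and a gene was called higher or lower at an adjusted p under 0.05. The number of arrays, 3 in each group, limits the precision. Over all genes, the component of the arrays with the largest variance (44.3%) ordered them by time, from PDGF at 0 h to 96 h, and the next (23.8%) separated every T3+IFNγ group from every T3 group.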

Microarray analysis of primary OPCs treated with T3 and IFNγ was conducted from 8 to 96 hours of treatment to capture gene expression changes throughout the entire process of OPC differentiation into mature oligodendrocytes (Fig. 2c, d). 

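Interferon-induced GTPases were among the largest rises with IFNγ at every time. At 8 h Igtp, a GTPase that acts against intracellular pathogens, had a log2 signal of 12.15 ± 0.13 (SD, n = 3) with T3+IFNγ and 4.93 ± 0.41 with T3 (log2 change 7.22, standard error 0.24, limma adjusted p = 4.95e-16). The GTPase Gbp7 rose by 7.13 on the log2 scale at 8 h, and Cxcl10, a chemokine that attracts T cells, rose by 6.72. At 96 h Ubd, a ubiquitin-like protein that directs proteins to the proteasome, had a log2 change of 8.00 (limma adjusted p = 3.11e-14). With T3 the signals of Igtp, Cxcl10 and Ubd lay under 5.99, the median of all values, so these changes start from a low baseline. Each of these rises was seen in 3 of 3 donors. The largest falls were smaller in size and came later. At 8 h Elfn2 had a log2 change of −1.57 and Lgr5, a receptor of Wnt signalling, a change of −1.47. At 24 h Tppp, a tubulin-binding protein of oligodendrocytes, fell by 2.33 on the log2 scale. At 48 h Prickle1, a protein of planar cell polarity, fell by 3.52, and Ptgds, a prostaglandin D synthase, fell by 2.64. At 96 h Ppp1r14a, an inhibitor of myosin phosphatase, fell by 3.88, and the glycosyltransferase gene Galnt6 fell by 3.06.

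Of the 14217 genes, 524 were higher and 224 lower with IFNγ at 8 h, 847 higher and 903 lower at 24 h, 1077 higher and 1213 lower at 48 h, and 1124 higher and 800 lower at 96 h. With donors as blocks, 662 were higher and 406 lower at 8 h, 1145 and 1384 at 24 h, 1469 and 1699 at 48 h, and 1561 and 1122 at 96 h. Changes of at least 2-fold were mostly rises, with 264 genes higher and 20 lower at 8 h, 348 and 85 at 24 h, 402 and 152 at 48 h, and 370 and 148 at 96 h. Of 572 genes at least 2-fold higher at any time, 173 were so at all 4 times, where independent lists of these sizes would share 0.00476, and 203 were so at a single time. Of 341 genes at least 2-fold lower at any time, 283 were so at a single time and 0 at all 4 by limma, where independent lists would share 1.33e-05. At an unadjusted p under 0.05, 0 genes were at least 2-fold lower at all 4 times, and 139 were lower without a fold limit. The effect of IFNγ itself differed between 96 h and 8 h for 614 genes, of which 318 had the higher change at 96 h and 296 the lower (626 and 444 with donors as blocks, 283 and 323 with median centring). Averaged over the 4 times, 1809 genes were higher and 2624 lower, and 324 and 32 by at least 2-fold. Without replicate 2, 360 genes were called at 8 h (328 higher, 32 lower), 646 at 24 h (422 and 224), 918 at 48 h (629 and 289) and 1054 at 96 h (665 and 389), and without replicate 3, 383 (334 and 49), 792 (540 and 252), 1122 (594 and 528) and 988 (628 and 360). With median centring 972 were higher and 990 lower at 96 h, so which direction held more genes from 24 h on depends on the setting. Without the same replicates the effect differed between 96 h and 8 h for 152 (71 higher, 81 lower) and 192 genes (87 and 105), and the average over the times was called for 2656 (1327 higher, 1329 lower) and 2691 (1277 and 1414). In the T3+IFNγ array of replicate 2 at 8 h, the signal of the 3' end of Gapdh was above that of its 5' end by 0.372 on the log2 scale, against −0.17 ± 0.027 (SD, n = 3) with T3. Without the T3+IFNγ arrays of replicate 2 at 8 and 24 h, a setting chosen after the data were seen, 586 genes were called at 8 h and 1327 at 24 h.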

IFNγ initiated a robust upregulation and downregulation of genes across multiple time points. Three main gene expression profiles were observed upon comparison with baseline PDGF-treated OPCs (Fig. 2d). 

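The genes that IFNγ changed at least 2-fold formed 3 profiles, a number set beforehand: on the median, the first rose with T3 and less with T3+IFNγ, the second rose with T3+IFNγ, and the third fell with T3 and less with T3+IFNγ. The genes named here are examples, since no list was tested within a profile. The first profile (336 genes) held the myelin genes Mbp, Mag, Mog, Mobp and Cldn11. Its median change from PDGF at 96 h was 2.25 on the log2 scale with T3 and 1.53 with T3+IFNγ. The second profile (417 genes) held Irf1, a transcription factor of the interferon response, the proteasome subunit Psmb8, the peptide transporter Tap1 and the MHC genes B2m and Cd74. Its median change from PDGF at 96 h was −0.12 with T3 and 1.39 with T3+IFNγ. The complement gene C1qa, a marker of microglia, was also in the second profile and rose by 3.58 with IFNγ at 96 h. The third profile (149 genes) held Sox11 and Egfr, which are expressed in progenitors, and its median fell by 1.55 with T3 and fell by 0.74 with T3+IFNγ.

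These 902 genes differed over the 9 groups in limma's F test and changed at least 2-fold with IFNγ at 1 or more times, and k-means with 3 centres grouped their scaled means. Because the genes were chosen for a change with IFNγ, the size of that change is not independent evidence. At 96 h it was −0.73 ± 0.079 in the first profile (mean of the medians of 3 donors ± SD), 1.52 ± 0.24 in the second and 0.70 ± 0.11 in the third. At that time 183 of the 336 genes of the first profile were lower and 29 higher, 348 of the 417 of the second were higher, and 80 of the 149 of the third were higher and 9 lower. Hierarchical clustering of the same genes put 60 in the third profile. With genes chosen by a 2-fold difference between any groups, the profiles held 1690, 810 and 1990 genes.

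**Figure D1:**
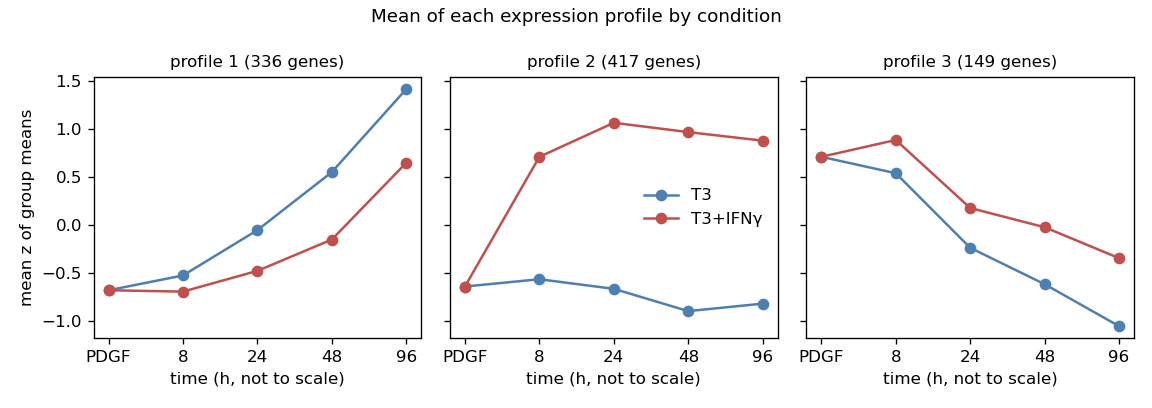
Mean scaled expression (z per gene, y axis) of the 336, 417 and 149 genes of the 3 profiles against time in hours (x axis), with PDGF at 0 h, T3 and T3+IFNγ. At 96 h the mean z of the first profile is 1.41 with T3 and 0.644 with T3+IFNγ.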

Profiles 1 and 3 reveal that IFNγ delayed the influence of T3 on the upregulation or downregulation of gene expression, and profile 2 had a unique pattern, in which gene expression changes were directly linked to IFNγ treatment and independent of the pro-differentiation or pro-progenitor programs.

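Genes of myelin were higher and genes of cell division lower in T3 cultures than in PDGF cultures at 0 h. At 96 h the rises over PDGF were 9.06 on the log2 scale for Mobp and 7.94 for Mag, which encode proteins of the myelin sheath, 7.89 for the receptor Gpr37 and 7.51 for Septin4. The cell cycle genes Ccna2, Mki67 and Bub1 fell by 5.48, fell by 5.34 and fell by 5.28, and Calcb, a neuropeptide gene, fell by 5.76. All 32 measured genes of myelin and mature oligodendrocytes were higher at 96 h (32 when adjusted over the list alone), and all 28 of the cell cycle were lower (28 over the list alone). In the same comparison 13 of 16 markers of microglia and macrophages were lower (adjusted p = 0.0254 from limma's camera, and 0.721 with an estimated correlation). Of 9 genes that respond to thyroid hormone or transport it, 7 rose and 1 fell (7 and 1 over the list alone), and Klf9 and Hr, both direct targets of the T3 receptor, rose by 3.39 and 2.25. The adjusted p from limma's camera test was 1.16e-23 for myelin (0.00636 with an estimated correlation), 2.89e-16 for the cell cycle (0.142) and 0.00744 for thyroid hormone (0.0419). Over all genes, 1039 were higher and 763 lower with T3 than with PDGF at 8 h, 2437 and 2530 at 24 h, 2484 and 3648 at 48 h, and 3327 and 4201 at 96 h. With donors as blocks, 1433 were higher and 1227 lower at 8 h. Without replicate 2 and without replicate 3, 217 and 478 genes were called at 8 h, and without replicate 3, 3288 at 24 h.

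With IFNγ, the genes that T3 induces had covered less of their course at 8, 48 and 96 h in 3 of 3 donors. They were chosen at 96 h in 2 donors and followed in the remaining donor (1152 to 1187 genes). At 8 h they had reached 17.4 ± 7.83% (SD, n = 3 donors) of the change of T3 at 96 h with T3 and 12.6 ± 6.15% with T3+IFNγ, a difference within donors of −4.76 ± 1.73 points. At 48 h they had reached 59.2 ± 6.41% (SD, n = 3 donors) of the change of T3 at 96 h with T3 and 46.5 ± 4.25% with T3+IFNγ, a difference within donors of −12.68 ± 8.52 points, and at 96 h 85.9 ± 2.75% with T3+IFNγ. At 24 h the percentages were 42.65 ± 2.02% and 39.2 ± 5.62%, lower with IFNγ in 2 of 3 donors (−3.49 ± 3.83 points). Of 1174 genes induced at least 2-fold by T3 at 96 h, 56 were lower with IFNγ at 8 h, 177 at 24 h and 354 at 48 h (30.15% at 48 h, against 7.04% of the other genes), while 50, 82 and 96 were higher. These counts were 8 without replicate 2, 19 without replicate 3 and 92 without replicate 1 at 8 h, 72 and 78 without replicates 2 and 3 at 24 h, and 128 without replicate 2 at 48 h, and those of higher genes 29 and 33 without replicates 2 and 3 at 8 h, 37 and 49 at 24 h, and 51 and 43 at 48 h. The genes that T3 represses had reached 16.58 ± 7.47% with T3 and 17.88 ± 5.96% with T3+IFNγ at 8 h (less with IFNγ in 1 of 3 donors), 54.8 ± 5.01% with T3 and 57.3 ± 1.88% with T3+IFNγ at 24 h (less in 2 of 3 donors, with a mean difference of 2.47 ± 5.87 points), 73.4 ± 0.24% with T3 and 65.2 ± 6.80% with T3+IFNγ at 48 h, and 86.55 ± 6.39% with T3+IFNγ at 96 h. Of 1577 such genes, 140 were higher and 145 lower with IFNγ at 24 h (65 and 22 without replicate 2, 99 and 31 without replicate 3, and 141 and 232 without replicate 1), and 216 were higher with IFNγ at 48 h (13.7%, against 6.67% of the other genes), 110 without replicate 2 and 122 without replicate 3. Of the 173 genes at least 2-fold higher with IFNγ at all 4 times, 126 (72.8%) changed by less than 1 on the log2 scale with T3 at every time, a share of 77.4% among all genes.

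**Figure D2:**
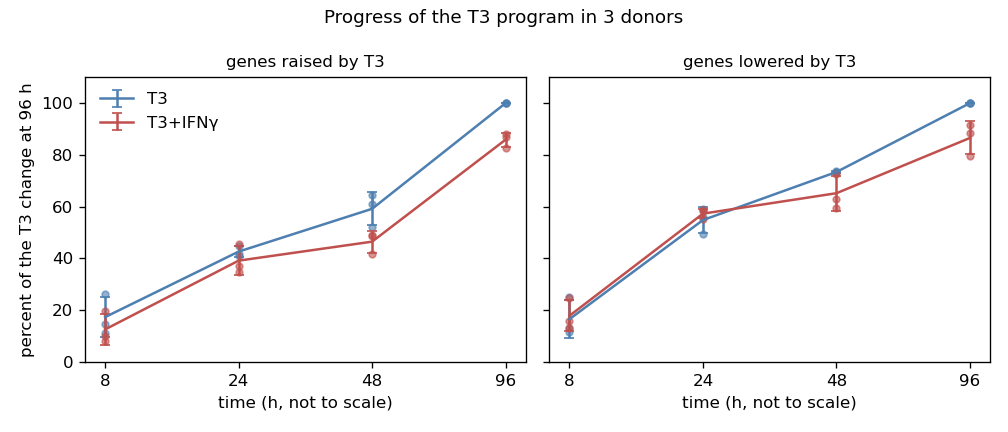
Percent of the T3 change at 96 h that is reached (y axis) against time in hours (x axis) for genes induced and repressed by T3, as the mean ± SD of 3 held-out donors with T3 and with T3+IFNγ. Induced genes stand at 59.2% with T3 and 46.5% with T3+IFNγ at 48 h.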

**Fig. 2:**
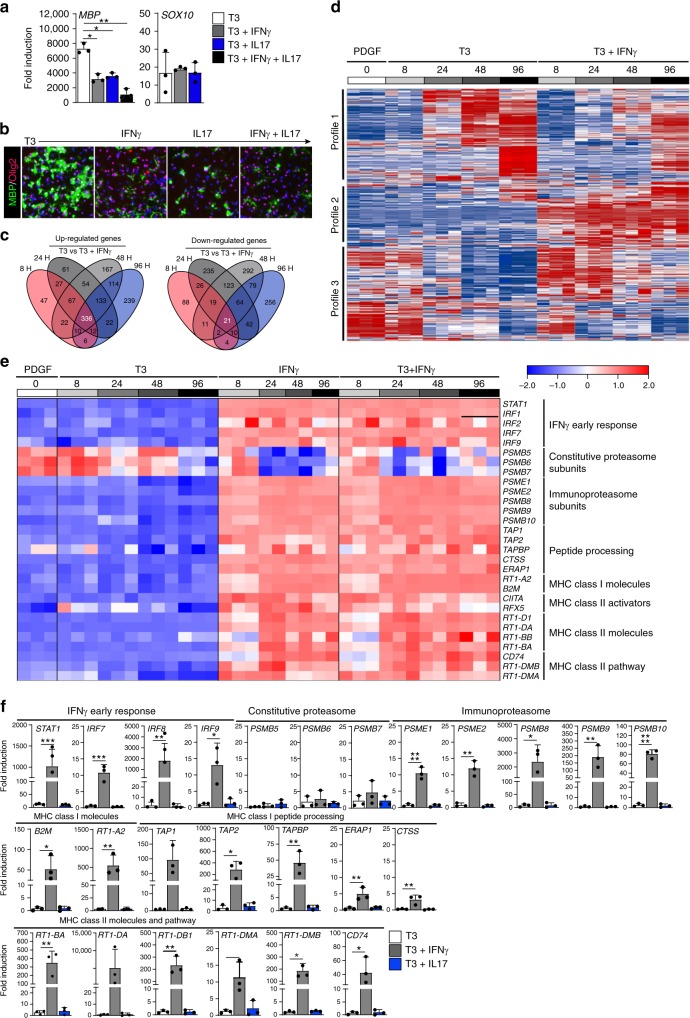
IFNγ promotes antigen cross-presentation in OPCs. Isolated and PDGF (20 ng/mL) expanded postnatal rat OPCs (P4-P6) were differentiated with T3 (white), T3+IFNγ (10 ng/mL; charcoal), T3+IL17 (50 ng/mL; blue), or T3+IFNγ+IL-17 (black) for 96 h prior to assessment using qPCR (**a**) and ICC staining for MBP and Olig2 (**b**). Isolated and PDGF (20 ng/mL) expanded postnatal rat OPCs (P4-P6) were left undifferentiated (0 h; white) or differentiated with T3 (10 nM), IFNγ (10 ng/mL), T3 + IFNγ, for 8 hrs (light gray), 24 hrs (medium gray), 48 h (charcoal) and 96 hrs (black) to compare gene expression between groups while obtaining information at multiple time points. **c**–**e** Affymetrix gene arrays analysis was performed from three independent biological replicates. **c** Venn diagram summarizing the number and overlap of up-regulated (left) and down-regulated (right) genes based on time point. **d** Global heat map of all probes clustered into three gene expression patterns comparing PDGF, T3, and T3+IFNγ at all time points. **e** Targeted heat map comparing PDGF, T3, IFNγ, and T3+IFNγ at all time points. Displayed genes were identified from GSEA analysis (supplement 3). **f** Quantitative PCR validation of OPCs differentiated with T3 (white), T3+IFNγ (10 ng/mL; gray), or T3+IL17 (50 ng/mL; blue) for 96 h prior to assessment. Error bars represent the standard deviation from three independent primary isolations and experiments. Significance for qPCR analysis was determined by one-way ANOVA analysis followed by Dunnett’s multiple comparison analysis where T3+IFNγ or T3+IL17 were compared to T3 alone control (P*≤0.05, **≤0.01, ***≤0.001, ****≤0.0001)

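IFNγ raised nearly all genes of the interferon response within 8 h and kept them high to 96 h. Irf1, a transcription factor that starts this response, rose by 5.31, 5.87, 6.36 and 5.67 on the log2 scale at 8, 24, 48 and 96 h (limma adjusted p = 2.25e-16 at 8 h, 3 of 3 donors). Irf8, a factor best known from myeloid cells, rose by 4.81 at 8 h, and Irf9, a partner of the STAT proteins, by 3.39. All 5 measured early response genes of Fig. 2e rose at each time (5 when adjusted over the list alone), but the study chose this list on these arrays, so its count is not independent evidence. Of 41 other interferon-stimulated genes, 37, 38, 40 and 40 rose at the 4 times and none fell (39, 40, 41 and 40 over the list alone), such as the antiviral genes Mx1, with a change of 6.43 at 96 h, and Ifit2, with 6.83.

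Of 26 chemokines and cytokines, 10, 11, 11 and 11 rose at the 4 times and 1 fell at each (11, 11, 11 and 13 higher and 2, 2, 1 and 1 lower over the list alone). Cxcl9, which attracts T cells, rose by 5.30 at 8 h and 5.91 at 24 h, Ccl2, which attracts monocytes, by 4.44 and 4.66, and Il15, a cytokine for T and natural killer cells, by 3.67 at 96 h. The gene that fell was Cxcl2 at 8 h (−0.55) and 24 h (−0.40), Tgfb2 at 48 h (−1.27) and Il33 at 96 h (−0.64). Without replicate 3, these 4 falls did not pass (limma adjusted p = 0.214, 0.18, 0.0629 and 0.324), nor did Cxcl2 at 24 h without replicate 1 (0.207) or 2 (0.0925), or Il33 without replicate 2 (0.162). Of 11 genes of the IFNγ receptor and its kinases and inhibitors, 4, 4, 5 and 6 rose and none fell (4, 6, 7 and 6 over the list alone). Socs1, which inhibits the receptor's kinases, rose by 3.10 at 8 h, Stat3 by 2.04 and the kinase gene Jak2 by 1.38. The markers of microglia and macrophages had a median change of 1.62 at 48 h.

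Of 104 tests of 26 lists at 4 times, limma's camera called 63 at its preset correlation of 0.01, 53 higher and 10 lower. With an estimated correlation 41 calls held. They were the lists of early response genes, interferon-stimulated genes, chemokines and cytokines, IFNγ signalling, cell death, immunoproteasome, peptide processing, MHC class I, MHC class II and class I assembly at all 4 times, and the fall of the myelin genes at 96 h. Of these, the early response, immunoproteasome, peptide processing, MHC class I and MHC class II lists were chosen by the study on these arrays. Their calls are therefore not independent evidence. The MHC class I list holds 1 measured gene, B2m, so its calls are tests of a single gene. The adjusted p with an estimated correlation was 9.08e-06 for the interferon-stimulated genes at 8 h, 0.00221 for the chemokines and 0.00525 for IFNγ signalling.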

To interrogate the signaling pathways altered in OPCs by IFNγ, we performed gene set enrichment analysis (GSEA; Supplementary Fig. 4a, b). 

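Genes of myelin were lower with IFNγ, most of all at 96 h. Mal, a proteolipid of the myelin membrane, had a log2 signal of 5.30 ± 0.27 (SD, n = 3) with T3+IFNγ and 10.24 ± 0.55 with T3 at 96 h (log2 change −4.94, standard error 0.21, limma adjusted p = 2.43e-14). Opalin, a membrane protein of mature oligodendrocytes, fell by 3.68 on the log2 scale, the carbonic anhydrase gene Car2 fell by 3.02 and the lipid carrier gene Apod fell by 2.77, each in 3 of 3 donors. With T3+IFNγ the signals of Mal and Opalin (5.30 and 5.91) lay under 5.99, the median of all values, so these falls end at a low level. At 24 h Cldn11, which seals the myelin sheath, fell by 2.10, and at 48 h Aspa, an enzyme that supplies acetate for myelin lipids, fell by 1.60. Of 32 measured genes of myelin and mature oligodendrocytes, 2, 14, 14 and 20 fell at 8, 24, 48 and 96 h and none rose (3, 15, 14 and 21 lower when adjusted over the list alone), with median changes of −0.24, −0.61, −0.55 and −0.94. The list's adjusted p from limma's camera was 0.00491, 3.81e-07, 3.39e-06 and 7.06e-17, and the adjusted p = 0.311, 0.064, 0.0946 and 0.00291 with an estimated correlation. Without replicate 2, 1, 8 and 4 genes fell at 8, 24 and 48 h, without replicate 3, 8 and 9 at 24 and 48 h, and without replicate 1, 4 at 8 h. Mbp, the myelin basic protein gene, fell by 1.31 at 24 h (limma adjusted p = 0.00225, but 0.063 without replicate 3). At 96 h its signal was 14.41 ± 0.015 with T3+IFNγ and 14.48 ± 0.014 with T3, at the top of the range of the arrays, whose highest value was 14.5, and its change was −0.07 (limma adjusted p = 0.918). In the T3+IFNγ array of replicate 2 at 24 h, the 3' end of beta-actin was above the 5' end by 1.47, against 0.959 ± 0.072 (SD, n = 3) with T3.

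Some genes of progenitors were higher with IFNγ. Sox11, a transcription factor of immature neural cells, rose by 1.55 at 24 h and 1.60 at 96 h, and Nkx2-2, a factor of the oligodendrocyte lineage, by 1.90 at 48 h. Pdgfra, the PDGF receptor of OPCs, rose by 0.95 at 96 h (limma adjusted p = 0.000331, but 0.0504 without replicate 2). Of 19 measured genes of OPCs and progenitors, 2, 3, 5 and 5 rose at the 4 times, and 1 fell at 8 h (Hes5) and 1 at 24 h (Vcan); 2, 5, 5 and 6 were higher and 1, 1, 0 and 1 lower over the list alone. Leave-one-out fits gave 0 to 2, 1 to 7, 2 to 8 and 2 to 6 genes higher and 0 to 3, 0 to 2, 0 to 1 and 0 to 1 lower. Limma's camera gave the list an adjusted p = 0.925 at 8 h, and 0.0262, 0.0149 and 0.0128 at 24, 48 and 96 h (adjusted p = 0.264, 0.235 and 0.225 with an estimated correlation). Without the T3+IFNγ arrays of replicate 2 at 8 and 24 h it was 0.0571 at 24 h. None of 5 transcription factors of the whole lineage passed limma's test at any time (at an unadjusted p under 0.05, 1, 2, 0 and 1 did), and the changes at 96 h were −0.14 for Sox10 and −0.15 for Olig2. Over the list of 5 alone, 1 was lower at 24 h, and in leave-one-out fits 1 was lower at 24 h without replicate 1 and at 48 h without replicate 3.

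**Figure D3:**
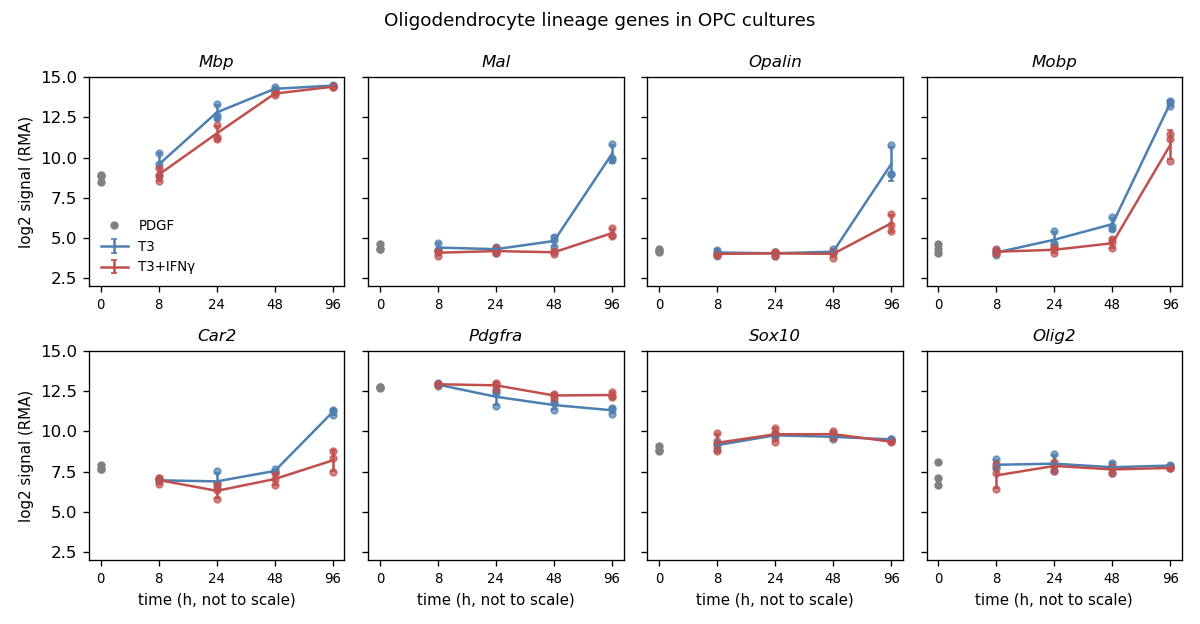
Log2 signal (RMA, y axis) of Mbp, Mal, Opalin, Mobp, Car2, Pdgfra, Sox10 and Olig2 against time in hours (x axis, not to scale), with points for arrays and lines for the mean ± SD of 3 donors in PDGF (grey), T3 and T3+IFNγ. Mal at 96 h is at 10.24 ± 0.55 with T3 and 5.30 ± 0.27 with T3+IFNγ.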

Consistent with the differentiation data, oligodendrocyte markers were more enriched in T3 treatment alone compared to T3 + IFNγ (Supplementary Fig. 4a). Moreover, IFNγ treatment promoted the induction of genes involved in antigen processing and cross-presentation signaling at all time points analyzed (Fig. 2e and Supplementary Fig. 4b; 24 h and 48 h data not shown). 

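The genes that load peptides onto MHC class I rose with IFNγ by 8 h. Tap1, a chain of the transporter that brings peptides into the endoplasmic reticulum, had a log2 signal of 11.20 ± 0.12 (SD, n = 3) with T3+IFNγ and 6.44 ± 0.15 with T3 at 8 h (log2 change 4.76, standard error 0.18, limma adjusted p = 3.66e-15, 3 of 3 donors). Its change was 5.43 at 24 h, 5.78 at 48 h and 5.80 at 96 h. At 96 h Tap2, the other chain, rose by 4.22, Tapbp, the tapasin that holds class I at the transporter, by 3.36 and Erap1, a peptidase that trims peptides, by 2.00. Ctss, a lysosomal protease of antigen-presenting cells, had a change of 0.68 at 8 h that did not pass (limma adjusted p = 0.751) and rose by 2.29 at 24 h, 3.49 at 48 h and 3.88 at 96 h. Without replicate 1 or 2 the rise of Ctss at 24 h did not pass (limma adjusted p = 0.112 and 0.196). Of the 5 genes of peptide processing in Fig. 2e, 4, 5, 5 and 5 rose at the 4 times (4, 5, 5 and 5 over the list alone), a list that the study chose on these arrays and that is not independent evidence. The list's adjusted p from limma's camera was 2.64e-18 at 8 h and 1.21e-15 at 96 h.

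Some genes of antigen uptake and the lysosome changed. Of 19 measured genes, 4 rose at 24 h, 5 rose and 1 fell at 48 h, and 3 rose and 1 fell at 96 h (0, 5, 8 and 4 higher and 0, 0, 2 and 1 lower over the list alone at the 4 times). At 8 h 0 passed limma's test and 1 was higher at an unadjusted p under 0.05. Cybb, the oxidase chain of phagocytes, rose by 3.51 at 96 h, and the lysosomal proteases Ctsc and Ctsz by 2.15 and 2.04, which did not pass without replicate 1 (limma adjusted p = 0.0591 and 0.0511). Lamp1, a protein of the lysosomal membrane, had a change of −0.47, which did not pass without replicate 2 or 3 (limma adjusted p = 0.12 and 0.0798). Leave-one-out fits gave 0 to 3 genes higher at 24 h, 1 to 4 at 48 h and 1 to 3 at 96 h, and 0 to 1 lower at 48 h. The list had an adjusted p from limma's camera of 0.294, 0.00413, 0.307 and 0.0636 at the 4 times. With an estimated correlation the adjusted p was 0.363 at 24 h and 0.561 at 96 h. At 96 h the list had 0.0143 with donors as blocks, 0.0458 without replicate 2 and 0.0253 without replicate 3. At 48 h its median change was −0.24 and its mean 0.38.

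Markers of microglia and macrophages moved with these genes. Of 16 markers, 1, 4, 6 and 8 rose at the 4 times and 1 fell at 48 h (1, 4, 11 and 11 higher and 0, 0, 1 and 0 lower over the list alone), with a median change of 1.01 at 24 h. C1qb, a chain of complement C1q, had a log2 signal of 9.13 ± 1.10 (SD, n = 3) with T3+IFNγ and 4.97 ± 0.38 with T3 at 96 h, and P2ry12, a receptor of microglia, rose by 1.72 at 8 h and 3.20 at 48 h. The adjusted p from limma's camera was 0.0761, 0.000201, 1.04e-05 and 7.08e-07 at the 4 times, and the adjusted p = 0.637, 0.318, 0.255 and 0.209 with an estimated correlation. At 8 h it was 0.0185 with donors as blocks and 0.0175 without replicate 3, and 0.00909 without the T3+IFNγ arrays of replicate 2 at 8 and 24 h. Without replicate 2, 2 markers rose at 24 h, without replicate 1, 4 rose at 96 h, and the fall at 48 h passed in none of the leave-one-out fits.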

Of note, immunoproteasome subunits that define the transition of the proteasome during antigen processing were significantly increased, while constitutive proteasomal subunits were significantly decreased. Furthermore, both MHC class I and class II related genes were significantly augmented in OPCs by IFNγ.

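The subunits of the immunoproteasome, which replaces the catalytic core of the proteasome in cells exposed to interferon, rose together with IFNγ at every time. Psmb8 had a log2 signal of 11.40 ± 0.20 (SD, n = 3) with T3+IFNγ and 6.06 ± 0.54 with T3 at 8 h (log2 change 5.34, standard error 0.27, limma adjusted p = 8.2e-13, 3 of 3 donors), and its change was 6.80 at 24 h, 6.88 at 48 h and 6.54 at 96 h. The other catalytic subunits, Psmb9 and Psmb10, rose by 4.55 and 3.14 at 8 h and by 6.81 and 3.95 at 96 h. Psme1 and Psme2, which form the 11S cap that opens the core, rose by 1.91 and 2.75 at 8 h and by 3.52 and 3.69 at 96 h. All 5 passed at each time (5 over the list alone), with medians of 3.14, 3.04, 4.34 and 3.95; the study chose this list on these arrays, so it is not independent evidence. The list's adjusted p from limma's camera at 8 h was 1.43e-27. The microglia marker C1qc rose by 3.49 at 96 h.

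The catalytic subunits of the constitutive proteasome had changes between −0.37 and 0.17 on the log2 scale. Psmb5 had changes of −0.09, −0.21, −0.22 and 0.17 at the 4 times (limma adjusted p = 0.703, 0.102, 0.0773 and 0.22), and Psmb7 had changes of −0.13, −0.29, −0.37 and 0.11 (limma adjusted p = 0.734, 0.164, 0.0525 and 0.654). Psmb6, the remaining subunit, is not measured by a probe set of its own. Of these 2 genes, 0 passed limma's test over all genes at any time; at an unadjusted p under 0.05, and when adjusted over the list alone, both were lower at 24 and 48 h, and fry, which tests whether the pair moves 1 way on balance, gave adjusted p-values of 0.00971 and 0.00391. Both were called lower at 48 h over all genes with median centring and with a trended and robust fit, and Psmb7 also with the filter on low values, the mean of probe sets and array weights. With donors as blocks, Psmb7 at 48 h had a limma adjusted p = 0.0126, and without replicate 1 it had 0.0138. Limma's camera gave the pair an adjusted p = 0.5, 0.177, 0.153 and 0.403. Of 35 other subunits and assembly factors, 4, 3, 4 and 10 rose at the 4 times, and 1 fell at 24 h and 2 at 48 h (5, 3, 4 and 13 higher and 0, 1, 3 and 0 lower over the list alone). Psmf1, an inhibitor of the core, rose by 1.09 at 24 h and 1.23 at 96 h, and Pomp, which assembles new cores, by 0.55 at 96 h. Leave-one-out fits gave 0 to 3, 2 to 2, 1 to 2 and 6 to 7 higher, and 0 to 4 lower at 48 h. The adjusted p from limma's camera was 0.458, 0.665 and 0.369 at 8, 24 and 48 h and 4.13e-07 at 96 h (adjusted p = 0.25 with an estimated correlation).

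**Figure D4:**
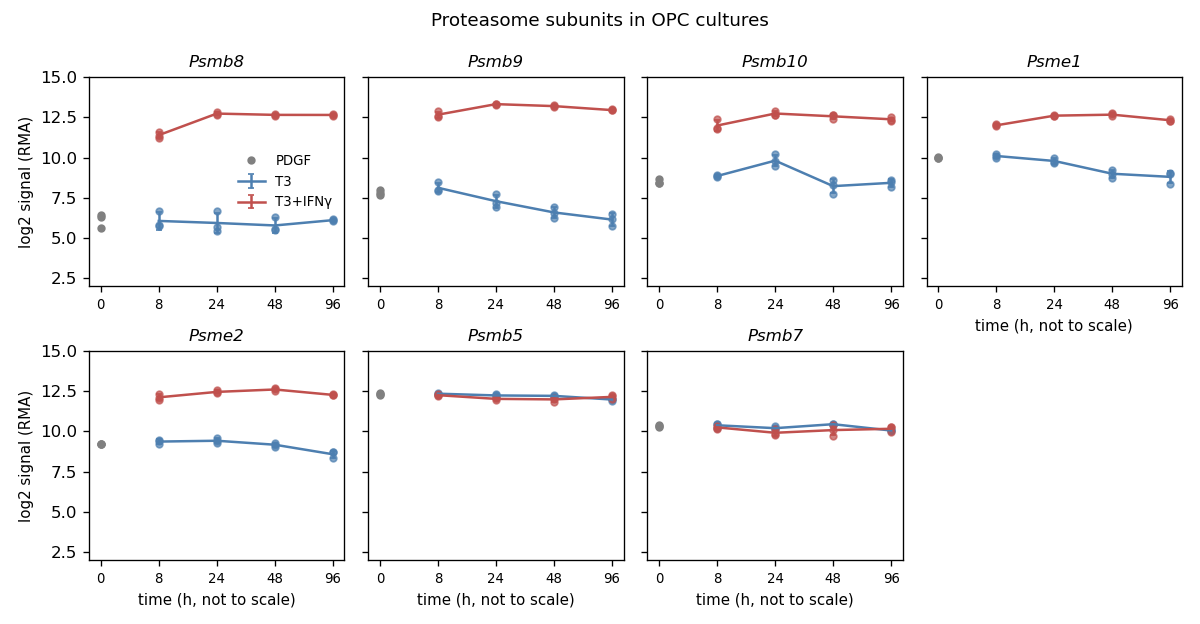
Log2 signal (RMA, y axis) of Psmb8, Psmb9, Psmb10, Psme1, Psme2, Psmb5 and Psmb7 against time in hours (x axis, not to scale), with points for arrays and lines for the mean ± SD of 3 donors in PDGF (grey), T3 and T3+IFNγ. Psmb8 at 8 h is at 11.40 ± 0.20 with T3+IFNγ and 6.06 ± 0.54 with T3.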

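Genes of both classes of MHC rose with IFNγ. B2m, the light chain of every class I molecule, rose by 2.00, 3.03, 3.24 and 2.71 on the log2 scale at 8, 24, 48 and 96 h (limma adjusted p = 6.44e-07 at 8 h, 3 of 3 donors). With T3+IFNγ its signal was 14.15, 14.14 and 14.16 at 24, 48 and 96 h, near 14.5, the highest value of the arrays. Its changes at these times may therefore be larger than measured. RT1-Da, the class II alpha chain of the rat's D region, had a log2 signal of 12.45 ± 0.17 (SD, n = 3) with T3+IFNγ and 4.77 ± 0.042 with T3 at 24 h (log2 change 7.69, standard error 0.22, limma adjusted p = 2.54e-17), from a baseline under the median of all values, 5.99. Ciita, the activator that switches on class II genes, rose by 3.38 at 8 h and 2.24 at 96 h. Cd74, the invariant chain that guides class II to the endosome, rose by 2.21 at 8 h and 6.08 at 96 h. RT1-DMa and RT1-DMb, which load peptides onto class II, rose by 2.46 and 2.57 at 96 h, and the beta chain RT1-Db1 by 4.99. At 8 h RT1-DMb rose by 1.16, which did not pass without replicate 1 (limma adjusted p = 0.0785).

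Of 9 class II genes of Fig. 2e and 2f, 6, 7, 8 and 8 rose at the 4 times and none fell (6, 8, 8 and 8 over the list alone), a list chosen by the study on these arrays and not independent evidence. The adjusted p from limma's camera was 5.13e-17 at 8 h and 5.13e-17 at 96 h, and for B2m, the measured member of the class I list, 0.000333 and 0.00132. RT1-Bb rose by 2.65 at 24 h and 2.21 at 96 h, but the rise at 96 h did not pass without replicate 3 (limma adjusted p = 0.0591). Rfx5, a factor that binds class II promoters, had changes of 0.29, 0.44, 0.64 and 0.91, of which those at 48 and 96 h passed. The limma adjusted p of Rfx5 was 0.0593 at 24 h (0.0466 with donors as blocks), 0.0303 at 8 h and 0.0303 at 24 h without replicate 1, and 0.0839 and 0.123 at 48 h without replicates 2 and 3. For RT1-Ba, the alpha chain paired with RT1-Bb, the brightest of 4 probe sets had changes of 0.01, 0.08, −0.10 and −0.15, while 2 others rose by 3.51 and 3.56 at 8 h, 5.91 and 5.77 at 24 h, 5.18 and 5.24 at 48 h, and 4.83 and 5.11 at 96 h.

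Of 14 measured genes of class I assembly and other class I chains, 8, 9, 10 and 9 rose (8, 11, 11 and 11 higher and 1, 0, 0 and 0 lower over the list alone). Nlrc5, the activator of class I genes, rose by 4.24 at 8 h, and the class I genes RT1-S3 and RT1-N3 rose by 5.33 at 8 h and 3.69 at 96 h. The list's adjusted p from limma's camera was 7.04e-14 at 8 h. In leave-one-out fits, 1 of these genes was lower at 8 h without replicate 1, as was 1 at 24 h without the T3+IFNγ arrays of replicate 2 at 8 and 24 h. Markers of microglia and macrophages had a median change of 0.23 at 8 h and 1.89 at 96 h, against 1.51 and 2.46 for the class II list.

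**Figure D5:**
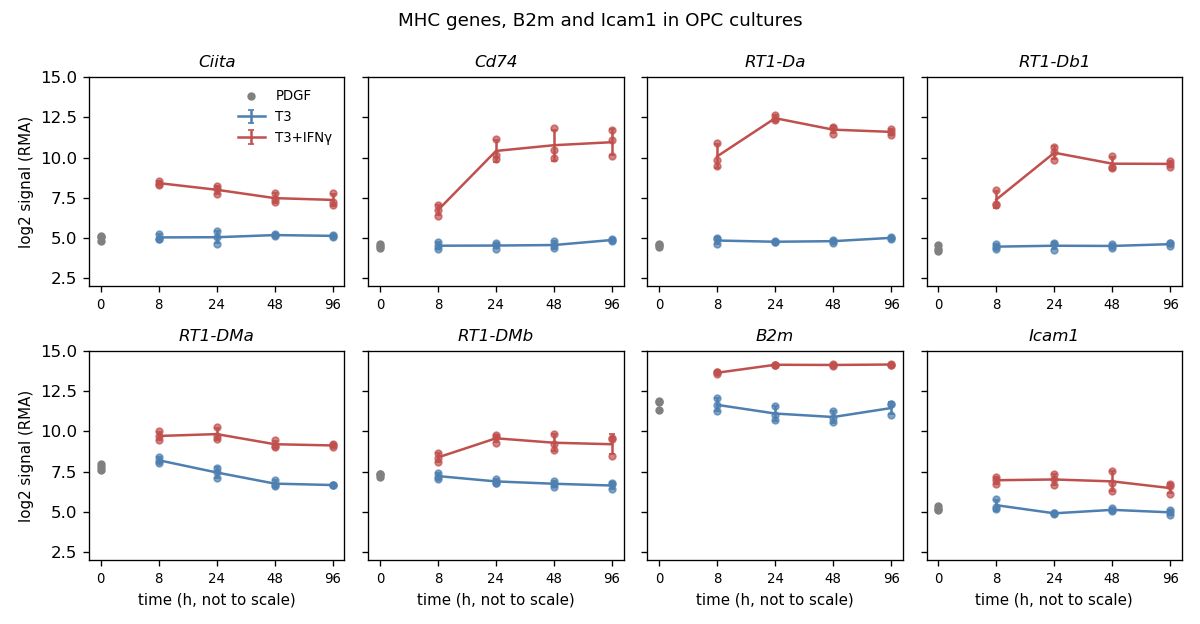
Log2 signal (RMA, y axis) of Ciita, Cd74, RT1-Da, RT1-Db1, RT1-DMa, RT1-DMb, B2m and Icam1 against time in hours (x axis, not to scale), with points for arrays and lines for the mean ± SD of 3 donors in PDGF (grey), T3 and T3+IFNγ. RT1-Da at 24 h is at 12.45 ± 0.17 with T3+IFNγ and 4.77 ± 0.042 with T3.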

To confirm the microarray data, we performed quantitative PCR analysis and found that mRNAs encoding proteins involved in antigen processing, MHC class I and MHC class II, were significantly increased by IFNγ (Fig. 2f, gray bars). However, the mechanism by which IL-17 orchestrates its inhibitory effect on OPCs is independent of the antigen processing and MHC class I/II signaling, since we were unable to detect upregulation of the genes that comprise these pathways in OPCs that had been exposed to IL-17 (Fig. 2f, blue bars). These results suggest that OPCs undergo phenotypic changes when exposed to IFNγ, adopting features commonly associated with immune cells, such as antigen processing and presentation.

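At 24 h genes of several steps from protein to surface-bound peptide were higher with IFNγ. As examples, Psmb9, which cuts proteins into peptides, had a change of 6.04 on the log2 scale. Tap2, which carries peptides, had a change of 3.89, and Tapbp, which loads them, 2.77. Among class I genes the change was 5.96 for RT1-S3, while RT1-A1 and RT1-A2 were not measured. For class II the changes were 5.89 for the invariant chain Cd74 and 5.78 for RT1-Db1. Each was higher in 3 of 3 donors, with limma adjusted p-values from 2.22e-16 (Psmb9) to 3.64e-10 (Tapbp). At the same time the microglia marker C1qb rose by 3.11, but did not pass without replicate 2 (limma adjusted p = 0.106). From the rise of these genes in the arrays and in the qPCR of Fig. 2f, the paper proposes that OPCs exposed to IFNγ change their phenotype and take on features of immune cells, antigen processing and presentation among them.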

### CNS IFNγ promotes CD8 infiltration and MHC on OPCs

To determine whether IFNγ promotes OPC antigen presentation in vivo, we first examined whether CNS specific expression of IFNγ was sufficient to upregulate the gene expression profiles that we previously observed. GFAP/tTA transgenic mice were crossed with TRE/IFNγ transgenic mice^12,38^. The Tet-off system allows for controlled IFNγ expression from GFAP^+^ astrocytes upon removal of dietary doxycycline (DOXY OFF) without the need to induce CNS inflammation, and was previously shown to suppress endogenous remyelination after CPZ^39,40^. Animals were provided 0.2% CPZ to induce demyelination and subsequently increase the pool of OPCs prior to corpus callosum micro-dissection and qPCR analysis of DOXY ON and DOXY OFF mice. Consistent with our in vitro gene expression data, we found that IFNγ induced upregulation of the genes involved in MHC class I and MHC class II antigen presentation (Fig. 3a). To demonstrate the specific effect of IFNγ on OPCs, whole brain tissue was removed after 2-weeks off CPZ and flow cytometry was used to investigate lymphocytes and OPCs +/−IFNγ in vivo. We compared OPC-H2Kb expression in DOXY ON versus DOXY OFF mice and found significant increases in OPC surface expression of H2Kb in mice expressing CNS IFNγ (Fig. 3b). Upon more detailed analysis of the DOXY OFF H2Kb expressing OPCs we found that a significantly higher proportion of H2Kb^+^ OPCs were also dual positive for pan MHC class II molecules (IA/IE) than in DOXY ON mice (Fig. 3c). Next, we determined how CNS restricted IFNγ expression influenced T cell and OPC proportions in the brain. Although CD8^+^ T cells were markedly increased in response to IFNγ, the proportion of CD4^+^ T cells remained unchanged (Fig. 3d). We interrogated different populations of CD11b^−^/Olig2^+^ OPCs based on the three markers: PDGFRα, A2B5, and O4. CNS expression of IFNγ significantly reduced total PDGFRα^+^, PDGFRα^+^/A2B5^+^, and PDGFα^+^/O4^+^ expressing OPCs (Fig. 3e). Due to the observed influence on CD8^+^ T cell percentages, their known cytotoxic effector function, the robust expression of MHC class I and the observed loss of OPCs, we decided to focus on OPC-CD8^+^ T cell interactions.

**Fig. 3:**
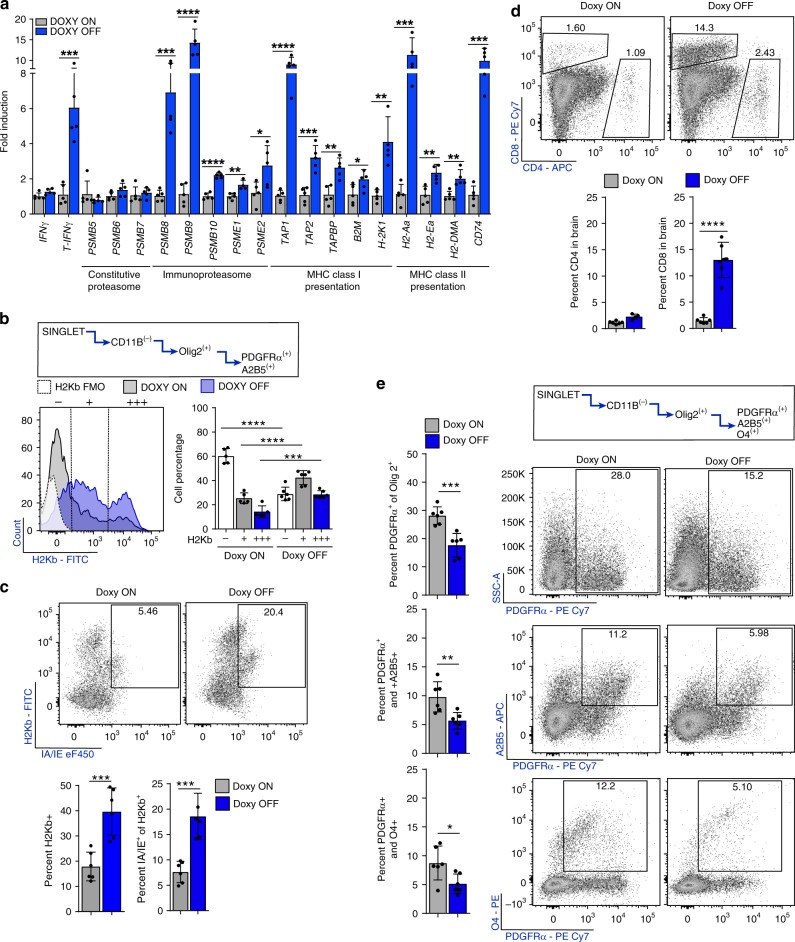
CNS restricted IFNγ promotes CD8 infiltration and MHC on OPCs. *TRE/IFNγ* × *GFAP/tTA* mice were fed CPZ for 6 weeks and either maintained on doxycycline (gray; *n* = 5) or removed from doxycycline (blue; *n* = 5) to induce IFNγ expression. Two-weeks after CPZ withdrawal the corpus callosum was dissected and qPCR analysis was performed (a). Significance for qPCR was determined by two-tailed, unpaired *t*-test between doxycycline and no doxycycline conditions. **b** Whole brains from *TRE/IFNγ* × *GFAP/tTA* mice under the same experimental paradigm were isolated for flow cytometric analysis. The OPC population was determined by CD11b negativity and Olig2, A2B5, and PDGFRα positivity. H2Kb expression is shown in the histogram plot in which the staining control FMO (white) is compared to mice kept on doxycycline (gray; *n* = 5) and mice removed from doxycycline (blue; *n* = 5). Significance for flow cytometry was determined by two-tailed, unpaired Student’s *t*-test between doxycycline and no doxycycline conditions (H2Kb^−^ mean diff = −31.3 ± 3.5; 95% CI = 39.3–(–)23.4, H2Kb^+^ mean diff = 17.0 ± 3.2, 95% CI = 9.9–24.2, H2Kb^+++^ mean diff = 14.3 ± 2.4, 95% CI = 8.8–19.7). **c** The same gating strategy was used to determine MHC Class II (IA/IE) expression by H2Kb. Significance for flow cytometry was determined by two-tailed, unpaired *t*-test between doxycycline (gray; *n* = 6) and no doxycycline (blue; *n* = 6) conditions were compared (IAIE^+^ of H2Kb^+^ mean diff = 10.9 ± 2.1, 95% CI = 6.3–15.5). CD4^+^/CD8^+^ populations were also analyzed within the whole brain tissue as determined by flow cytometry. The CD4^+^ population remains unchanged between doxycycline (gray; *n* = 6) and doxycycline removal (blue; *n* = 6). However, the removal of doxycycline significantly increased the number of CD8^+^ cells in the brain. Significance for flow cytometry was determined by two-tailed, unpaired Student’s *t*-test between doxycycline and no doxycycline conditions were compared, (CD8^+^ T cell mean diff = 11.55 ± 1.399, 95% CI = 8.429–14.66). **e** Percent OPC numbers were also analyzed for PDGFRα, A2B5, and O4. PDGFRα^+^ (top), PDGFRα^+^/A2B5^+^ (middle), and PDGFRα^+^/O4^+^ (bottom) OPC percentages were all significantly decreased in animals in which doxycycline was removed. Significance for flow cytometry was determined by two-tailed, unpaired Student’s *t*-test between doxycycline and no doxycycline conditions were compared (PDGFRα^+^ mean diff = −10.5 ± 2.1, 95% CI = −15.3–(−)5.8, PDGFRα^+^/A2B5^+^ mean diff = −4.1 ± 1.2, 95% CI = −6.9–(−)1.4, PDGFRα^+^/O4^+^ mean diff = −3.6 ± 1.4, 95% CI = −6.7–(−)0.5). All error bars represent standard deviation. (P*≤0.05,**≤0.01,***≤0.001,****≤0.0001)

### IFNγ induces peptide processing and presentation in OPCs

To address the functionality of the immunoproteasome and antigen presentation signaling pathways in OPCs, we examined MHC class I (H2Kb in C57/BL6 mice) expression and presentation of MHC class I restricted ovalbumin peptide (OVA_257-264_) following IFNγ stimulation. We treated primary mouse OPCs with IFNγ for 12 h and then provided OVA_257–264_ for 8 h to allow for engulfment and peptide binding in the MHC class I groove, followed by presentation on the cellular surface (Fig. 4a). To identify presentation of OVA_257–264_ peptide on the MHC class I molecule, we utilized an antibody that has specific affinity for OVA_257–264_ loaded H2Kb molecules (H2Kb-OVA)^41^. We observed high expression of H2Kb-OVA in PDGFRα immunoreactive OPCs following IFNγ stimulation, but not with a control MHC class I restricted peptide (MOG_37–50_) or in no cytokine conditions.

**Fig. 4:**
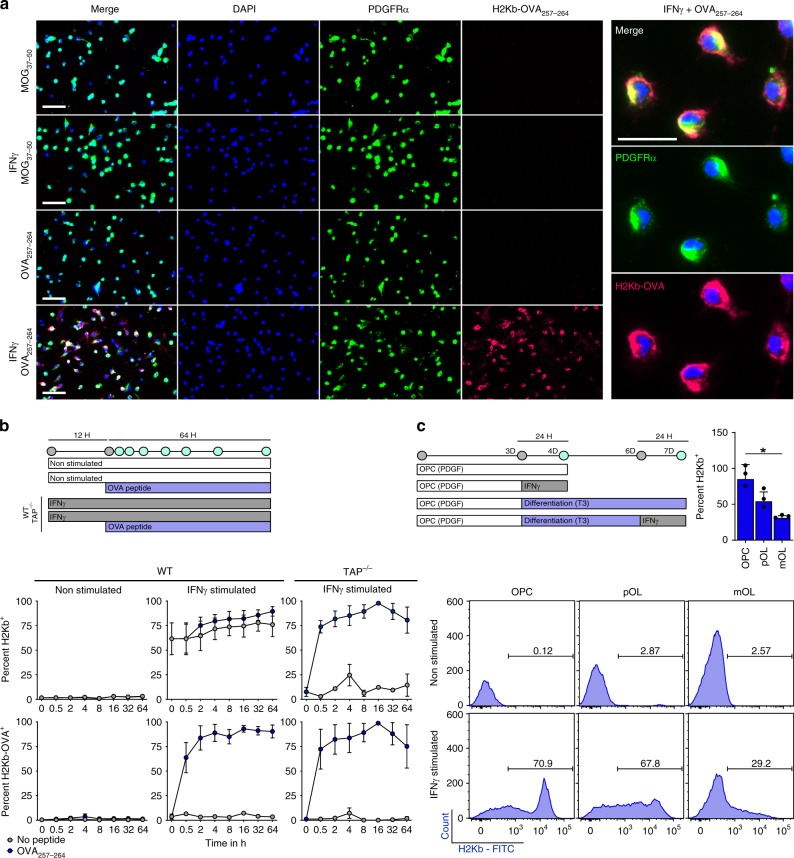
IFNγ induces peptide processing and presentation in OPCs. **a** Immunocytochemical staining of primary C57BL/6 mouse OPCs which were cultured under PDGF conditions (20 ng/mL) or with IFNγ (10 ng/mL) for 12 h prior to addition of the MHC class I restricted MOG_37–50_ peptide (50 μg/mL) or OVA_257–264_ peptide (50 μg/mL) (scale bar = 50 μm). MCH class I restricted ovalbumin peptide presentation on OPCs was determined using PDGFRα and H2Kb-OVA_257–264_ antibodies. The right panel shows high magnification (25 μm) of IFNγ + OVA_257-264_ culture. **b** Time course experiments of WT and TAP^−/−^ OPCs cultured with/without IFNγ and with/without OVA_257–264_ peptide. Treatment of IFNγ was completed for 12 h prior to the addition of no peptide (gray) or OVA_257–264_ peptide (blue) (**c**). MHC class I expression was determined from three stages of oligodendrocyte lineage cells either unstimulated or stimulated with IFNγ for 24 h. Oligodendrocyte lineage populations were defined by PDGFRα, A2B5, and O4 markers under proliferative or differentiating conditions (OPC vs. pOL mean diff = 30.9, 95% CI = −13.6–75.5, OPC vs. mOL mean diff = 54.1, 95% CI = 5.2–102.9)

MHC class I restricted peptides can be processed and presented through either the cytosolic pathway that is dependent on TAP1 (transporter associated with antigen processing) taking antigen processed by the immunoproteasome and transferring it to the ER, or a vacuolar pathway that is independent of immunoproteasome and TAP1 transport^42–48^. To further explore the dynamics of antigen processing by OPCs, we next determined the processing/presentation speed and stability of the OVA_257-264_ peptide on MHC class I molecules. After addition of OVA_257-264_ peptide to OPC cultures, we examined the percentage of OPCs presenting H2Kb-OVA (Fig. 4b) and quantified the mean fluorescence intensity detected (Supplementary Fig. 6b) in WT and TAP1^−/−^ mice. Within 30 minutes of adding OVA_257-264_ to the cultures, over 50% of the IFNγ stimulated OPCs presented the peptide. Although the percentage of OPCs expressing H2Kb-OVA remained stable at 80–90% between 2 and 64 h, the mean fluorescence intensity continued to increase through 32 h. The dynamics of OPC peptide presentation were comparable to bone marrow derived dendritic cells (DCs)^49^. One caveat of this experiment is that OVA_257–264_ peptide does not require cytosolic MHC class I processing, as shown by the ability of TAP1^−/−^ OPCs to express surface H2Kb-OVA (Fig. 4b, right, Supplementary Fig. 5a). However, given that MHC class I is only expressed on the surface after intracellular peptide loading, it is unlikely that OVA peptide was externally coating MHC class I molecules, because H2Kb is detected on the surface of TAP1^−/−^ OPCs only after OVA_257–264_ is provided. Therefore, these results suggest that OPCs engulfed the peptide and internally loaded it onto MHC class I molecules through a TAP1^−/−^ independent mechanism termed the vacuolar pathway, as has been described^48^. We subsequently verified the distinct processing of whole OVA protein as being dependent on the cytosolic pathway (Fig. 7c). Since oligodendrocytes have previously been shown to present antigen, we compared the capacity of IFNγ stimulated OPCs, intermediate oligodendrocytes, and mature oligodendrocytes to present MHC class I^50^. OPCs were approximately 85.3% MHC class I^hi^ after 24 h of IFNγ stimulation compared to intermediate (54.3%) and mature oligodendrocytes (31.2%) (Fig. 4c). Notably, OPCs that express MHC class I under IFNγ stimulation also express MHC class II (Supplementary Fig. 6), suggesting that OPCs may also activate CD4 cells.

### OPCs cross-present ovalbumin and activate CD8^+^ T cells

To further explore the mechanisms that support OPC antigen presentation, we developed an OPC-CD8 co-culture system. OPCs were treated with IFNγ for 12 h prior to OVA protein administration. Use of the full-length OVA protein necessitates engulfment, immunoproteasome processing, and TAP1/2-dependent ER transport to successfully achieve surface expression of OVA peptide on MHC class I. OT-1, OVA_257–264_ peptide MHC class I restricted TCR transgenic mice were utilized to examine CD8 activation^51,52^ (Fig. 5a). At 24 and 48 h after co-culture initiation, CD8^+^ cell (Fig. 5b, top left) activation was examined by morphology, survival, CD25/CD69 immunoreactivity, and proliferation (Fig. 5b). Consistent with an activated phenotype, only OT-1 CD8s co-cultured with IFNγ stimulated+ovalbumin OPCs appeared clustered under phase contrast and had significantly higher survival, percentage of CD25^+^/CD69^+^ cells, and cell proliferation at 48 hours compared to controls. Importantly, OT-1 CD8s co-cultured with IFNγ/ovalbumin OPCs were similar in their ability to survive and proliferate, when compared to splenocytes presenting processed OVA (Supplementary. Fig. 7a).

**Fig. 5:**
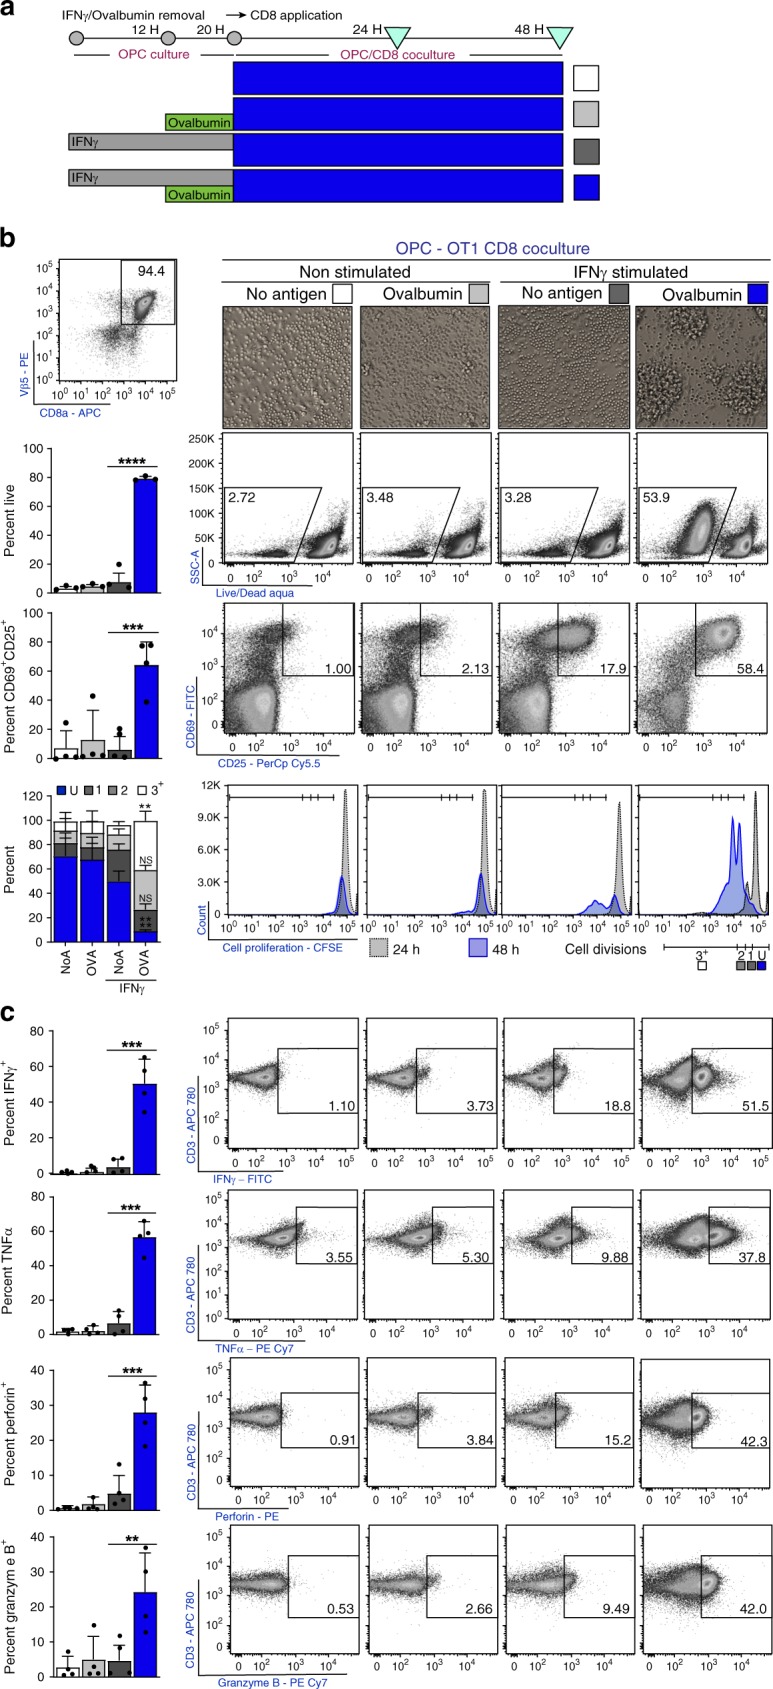
OPCs cross-present ovalbumin and activate CD8^+^ T cells. **a** Timeline and experimental design. OPCs were cultured in PDGF to inhibit differentiation and stimulated with IFNγ (10 ng/mL) for 12 h prior to Ovalbumin (500 μg/mL) protein addition. Both IFNγ and Ovalbumin protein were incubated with OPCs for a total of 8 h prior to washing the cultures to remove unprocessed Ovalbumin. OT-1 CD8^+^ T cells were isolated by magnetic sorting then stained with Cell Proliferation Dye eFluor 450 (10 μM) prior to initiation of CD8/OPC co-culture. In all, 24–48 h after the start of the co-culture CD8 were analyzed for activation. (**b**; top left) CD8 percentage, at 24 h after the co-culture was initiated, was determined using Vβ5, CD3, and CD8, and subsequently used as a parent gate for all flow plots in the figure. **b** CD8 morphology (top), survival (2nd row) (mean diff = −71.6, 95% CI = −107.7 to −35.6), activation status using CD25^+^/CD69^+^ (3rd row) (mean diff = −58.1, 95% CI = −32.7 to −6.6), and proliferation (bottom) (Undivided mean diff = 41.1, 95% CI = 17.8–64.4, 3^+^ Division mean diff = −32.8, 95% CI = −56.1 to −9.5) with quantification (left to each panel) of OT-1s cultured with OPCs; no peptide (white; *n* = 4), Ovalbumin (light gray; *n* = 4), IFNγ + no peptide (gray; *n* = 4), and IFNγ + Ovalbumin (blue; *n* = 4). **c** Cytokine and granular protein profiling of OT-1s; IFNγ (1st row) (mean diff = −46.5, 95% CI = −73.4 to −19.36), TNFα (2nd row) (mean diff = −50.1, 95% CI = −72.9 to −27.3), perforin (3rd row) (mean diff = −23.2, 95% CI = −35.6−(−)10.8) and granzyme B (4th row) (mean diff = −32.7, 95% CI = −32.7–(−)6.6). Significance for all quantified data was assessed by one-way ANOVA analysis followed by Tukey’s multiple comparison analysis (P*≤0.05, **≤0.01, ***≤0.001, ****≤0.0001). Error bars represent standard deviation for four biological replicates

Complete CD8 cytotoxic T cell (CTL) activation results in cytokine and granular protein production, providing CD8s with their effector function^26–28^. We investigated the ability of IFNγ-ovalbumin OPCs to induce OT-1 CTLs and found that significantly more CD8s were induced to produce IFNγ, TNFα, perforin, and granzyme B when compared to the other experimental conditions (Fig. 5c). The OPC induced CD8 cytokine production was comparable to that of splenocyte (containing classical antigen presenting cells) induced CD8 cytokine production of IFNγ and TNFα (Supplementary Fig. 7b). Together, these experiments indicate that IFNγ stimulated OPCs engage in antigen cross-presentation through the engulfment, processing, and surface presentation of antigen, resulting in the activation of CD8^+^ CTLs.

### Caspase3/7 increases in OPCs that activate OT-1 CD8^+^ T cells

CD8^+^ T cell cytotoxic targeted cell death is a potential mechanism for remyelination failure in MS if OPCs are targeted. Both protease-mediated cytotoxicity and contact-dependent Fas-Fas Ligand surface interaction allow CD8^+^ T cells to induce apoptosis of its target while minimizing off-target effects^29,30^. Although perforin/granzyme and Fas/FasL intracellular signaling can be divergent, both pathways have been shown to promote apoptosis through caspase 3/7 activation^53–55^. To determine whether OPC-activated CD8^+^ cells were in turn cytotoxic, we first examined if OPCs exhibited surface expression of Fas by flow cytometry (Fig. 6a). A significantly higher percentage of OPCs expressed surface Fas after IFNγ treatment compared to non-stimulated OPCs. We used live cell imaging of OPC-CD8^+^ cell co-cultures to measure induced caspase3/7 activity of OPCs (Fig. 6b–h). OT-1 CD8^+^ cells and OPCs cultured in isolation exhibited very little caspase 3/7 activity (Fig. 6c). Non-stimulated OPCs cultured with or without antigen at baseline, 24 h, and 48 h had similar low levels of caspase 3/7 as IFNγ stimulated OPCs without antigen (Fig. 6e; white mask). IFNγ+ovalbumin conditioned OPCs that robustly activated OT-1 CD8^+^ cells had significantly more cell death when compared to IFNγ/no antigen OPCs (Fig. 6e). When analyzing the decrease in NucLight labeled OPCs there was a significant decrease in total number between 36–48 hours only in OPC cultures that were pre-treated with IFNγ+ovalbumin prior to CD8^+^ T cell addition (Fig. 6f). Specific blockade of granzyme B and FasL resulted in significantly less cell death when compared to vehicle treated OPCs (Fig. 6g). Furthermore, there was not a difference between the inhibitor treated cultures and the culture treated with a pan caspase inhibitor (Fig. 6h; right).

**Fig. 6:**
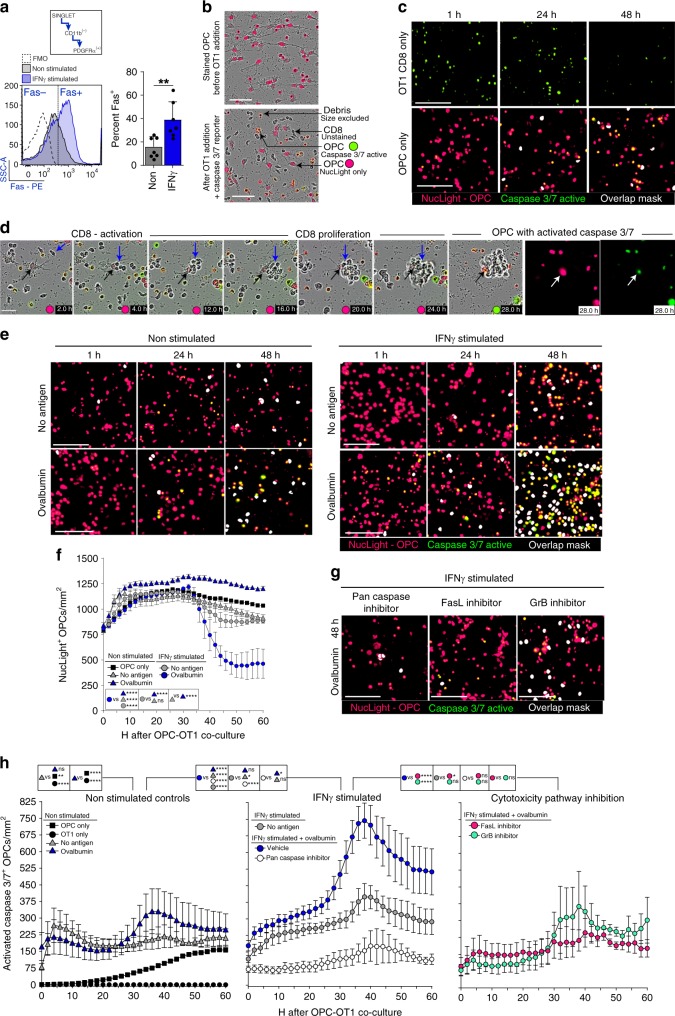
Caspase3/7 increases in OPCs that activate OT-1 CD8^+^ T cells. **a** Fas surface expression on OPCs, either not stimulated (gray) or IFNγ stimulated (blue), as determined by flow cytometry for PDGFRα^+^/CD11b^−^ (FMO; white). Significance was determined by unpaired, two-tailed Student’s t-test (P = 0.0046). Error bars represent standard deviation; 7 independent experiments. **b** Descriptive images of the cytotoxicity assay using NucLight stained OPCs and a Caspase 3/7 reporter. **c** Single cell controls of OT-1 CD8s (black circle) and OPCs (black square) cultured separately for a total of 60 hours with caspase 3/7 detection reagent and nuclear staining in OPCs. Representative images for 0 h, 24 h, and 48 h are shown and quantified from 0 to 60 h (**h**). **d** Time-lapse phase contrast and fluorescence imaging of OPC-CD8 co-cultures. At 2.0 h CD8s have an elongated/clustering morphology. At 20.0–28.0 h, CD8 cluster with the underlying caspase3/7 active OPC. **e** Time-lapse imaging of OPC-CD8 co-cultures; no antigen (gray triangle), ovalbumin protein (blue triangle), IFNγ stimulated OPC only (white circle). IFNγ+no antigen (gray circle) and IFNγ+ovalbumin protein (blue circle) [(IFNγ+no antigen vs. IFNγ+ovalbumin mean diff = −11410; 95% CI = −16239–(−)6581)] (**h**). **f** Total NucLight positive OPC quantification of the time course of the OPC-OT-1 co-culture. IFNγ stimulated OPCs that were pulsed with ovalbumin protein before the co-culture have a significant increase in number by 46 h. **g** At the time of CD8^+^ T cell addition to OPCs stimulated with IFNγ+ovalbumin, pan caspase inhibitor (white circle;Q-VD-OPH; 10 μM) [(Vehicle vs. Q-VD-OPH mean diff = 21686; 95% CI = 15771–27601)], granzyme B inhibitor (green circle; 300 nM) [(Vehicle vs. GrB inhibitor mean diff = 16369; 95% CI = 10454–22284)] and FasL decoy receptor (pink circle; DcR3; 300 nM) [(Vehicle vs. DcR3 mean diff = 17751; 95% CI = 11836–23666)] were applied to the co-culture to determine the contribution of CD8 cytotoxicity pathways to OPC caspase activity. Significance of differences between conditions is shown in the legend for each figure. Significance for all quantified data was determined by area under the curve analysis followed by one-way ANOVA and Tukey’s multiple comparisons test (P*≤0.05, **≤0.01, ***≤0.001, ****≤0.0001). All Error bars represent standard deviation from 3 to 5 experiments (unless otherwise specified)

To examine the effects of antigen concentration on CD8^+^ T cell cytotoxicity, we performed serial dilutions of OVA_257–264_ and ovalbumin, and found significantly inhibited caspase 3/7 activity at lower compared to higher concentrations (Fig. 7b). Pharmacological blockade of different stages of the cytosolic MHC class I pathway using; Chloroquine, ONX-0914 (PSMB8 inhibitor), or Cathepsin S inhibitor had no effect on OPC-OVA_257–264_ peptide presentation, as determined by the OT-1 CD8 proliferation assay, while all three significantly hindered the ability of OPCs to engulf, process and present ovalbumin protein. These results are consistent with the hypothesis that peptides can be processed through the above described alternative vacuolar pathway, but whole protein requires the classical cytosolic processing machinery (Fig. 7c). Furthermore, the antigen pathway processing blockers had similar effects as antigen concentration dilution in which the caspase 3/7 activity curve was shifted to the right by approximately 25 hours (Fig. 7d, e). These experiments confirmed reciprocal effects of the activated cytotoxic CD8^+^ cells on OPCs and underline two mechanistic pathways leading to cell death that could account, in part, for the observed OPC depletion in vivo (Figs. 1a–d, 3d, e).

**Fig. 7:**
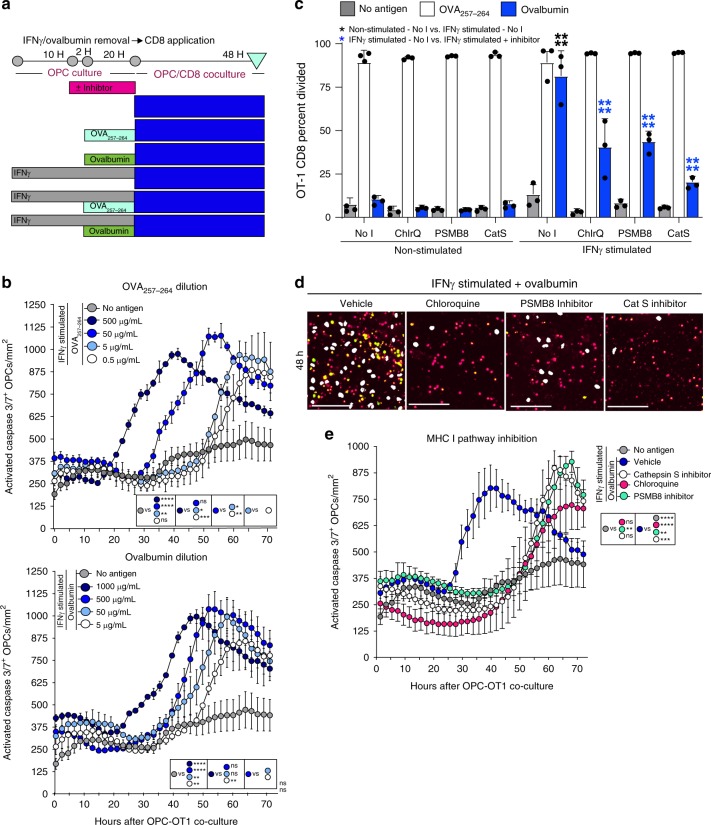
Antigen concentration and antigen pathway inhibitors modulate cytotoxicity. **a** Timeline of experimental methodology and treatment times. **b** Quantification of time-lapse imaging of OVA_257–264_ peptide (0.5–500 μg range) (top) [(500 μg/mL vs.5.0 μg/mL mean diff = 10320; 95% CI = 1902–18738)] and ovalbumin (5–1000 μg range) (bottom) [(1000 μg/mL vs.50 μg/mL mean diff = 12641; 95% CI = 4199–21083)] concentrations added to OPCs stimulated with IFNγ and antigen prior to CD8 addition. **c** Proliferation analysis of OPC-CD8 co-cultures treated with antigen cross-presentation pathway inhibitors. No inhibitor (No I) or each inhibitor were added to OPC culture for two hours prior to the addition of OVA_257–264_ (white) or Ovalbumin (blue), and then left in wells during processing and presentation phase. Chloroquine was added at 100 μM. ONX-0914, PSMB8 inhibitor was added at 30 nM. Cathepsin S inhibitor was added at 10 nM. In all, 48 h after CD8 co-culture was initiated cell proliferation of the Vβ5, CD3, CD8a population of CD8s was analyzed for cell division and total percent divided. Significance for all quantified data was either assessed by two-way ANOVA analysis followed by a Tukey’s multiple comparison analysis [(NoT vs. Chloroquine mean diff = 40.8; 95% CI = 27.1–54.4, NoT vs. ONX-0914 mean diff = 37.6; 95% CI = 24.0–51.3, NoT vs. Cathepsin S inhibitor mean diff = 60.9; 95% CI = 47.2–74.6)]. Error bars in all graphs represent standard deviation from three experiments. **d**, **e** Time-lapse images and quantification of from 0 to 60 h with the antigen presentation pathway inhibitors; Chloroquine (pink circle; 300 μM) [(mean diff = 18203; 95% CI = 11864–24542)], Cathepsin S inhibitor (white circle; 30 nM) [(mean diff = 9775; 95% CI = 3436–16114)], PSMB8 inhibitor (green circle; ONX-0914; 30 nM) [(mean diff = 13059; 95% CI = 6720–19398)]. Significance of differences between conditions is shown in the legend for each figure. Significance was determined by area under the curve analysis followed by one-way ANOVA and Tukey’s multiple comparisons test. Error bars represent standard deviation from 3 to 5 experiments. (P*≤0.05, **≤ 0.01, ***≤0.001, ****≤0.0001)

### OPCs present myelin peptides for cytotoxicity in vivo

To examine the consequences of MHC class I antigen presentation in vivo, we utilized two different strains of mice, each with unique advantages. First, we adoptively transferred 2D2^56^ MOG_35–55_-specific T cells into the *PDGFRα-CRE*^*ER*^ × *Rosa26-YFP* cuprizone fed mice, which enabled us to trace OPCs with a reporter and have greater certainty of OPC-specific MHC class I expression and CD8^+^ cell CTL mediated cytotoxicity (Supplementary Fig. 8a). This model also has a detectable CD8^+^ cell infiltrate even though disease is induced with CD4^+^ cells^35^. We found significantly higher EAE scores in AT-CPZ-mice compared to no-AT-CPZ (Supplementary Fig. 8b). In addition, these mice showed pronounced and significantly more CD3^+^ lymphocytes (Supplementary Fig. 8c). H2Kb and Fas expression within the total OPC population was significantly higher in the mice with AT versus no-AT (Supplementary Fig. 9a). Using flow cytometry, we gated on the YFP^+^/PDGFRα^+^/A2B5^+^ population in AT-CPZ and no AT-CPZ control and found a significant proportion of both YFP^+^ and YFP^−^ OPCs that were caspase 3/7 active (Fig. 8a). Of note, there were significantly fewer YFP^+^ OPCs in mice that received the AT, as determined by flow cytometry, making this result consistent with previously shown immunohistochemical analysis (Fig. 8a). We extended the analysis of this population and interrogated cell death, H2Kb expression, and Fas expression using flow cytometry. The majority of the YFP^+^/caspase 3/7 active population were labeled dead, H2Kb positive and Fas positive (Supplementary Fig. 9b).

**Fig. 8:**
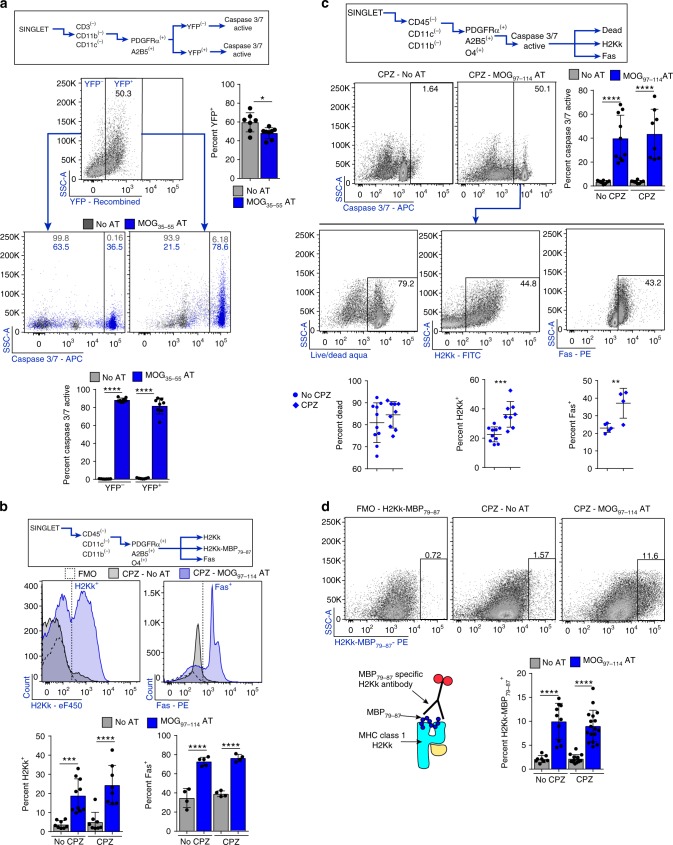
OPCs express myelin peptide on MHC class I and are cytotoxic targets in vivo. C57BL/6 *PDGFRα-Cre*^*ER*^ × *Rosa26-YFP* were kept on a CPZ diet for 4 weeks. After 3 weeks, 4-HT was injected to induce Cre recombination in PDGFRα expressing cells and MOG_35-55_ reactive T cells were AT. Cells were isolated ex vivo and analyzed by flow cytometry. **a** The OPC population was distinguished based on YFP^−^ and YFP^+^ expression and analyzed for caspase 3/7 activity, quantification below; CPZ (gray) and CPZ+MOG_35-55_ AT (blue). **b–d** Alternatively, C3HeB/FeJ donor mice were immunized with whole recombinant rat MOG_1-125_ to induce EAE, and myelin-specific CD4 T cells were isolated *ex vivo* and reactivated with peptide. Syngeneic recipient mice were fed a CPZ diet for 6 weeks before AT. **b** H2Kk (left) [No CPZ vs. AT mean diff = −15.2, 95% CI = −24.7–(−)5.6, CPZ vs. CPZ+AT mean diff = −19.3, 95% CI = −29.4–(−)9.3], and Fas (right) (No CPZ vs. AT mean diff = −38.1, 95% CI = −49.6–(−)26.7, CPZ vs. CPZ+AT mean diff = −37.4, 95% CI = −49.5–(−)25.3) expression from the OPC population was determined by flow cytometry analysis with quantification below each flow histogram; no AT (gray; *n* = 8,8,4), MOG_97-114_ AT (blue; *n* = 9,10,5), CPZ+no AT (gray; *n*= 8,12,4), and CPZ + MOG_97-114_ AT (blue; *n* = 8,17,4). Statistical significance was determined by one-way ANOVA analysis followed by Tukey’s multiple comparisons. Error bars represent the standard deviation. **c** Caspase 3/7 activity was determined by flow cytometry [No CPZ vs. AT mean diff = −36.4, 95% CI = −55.4–(−)17.5, CPZ vs. CPZ+AT mean diff = −39.9, 95% CI = −59.9–(−)20.0]. Further population analysis was done from the caspase 3/7 active population by Live/Dead staining (top), H2Kk expression (middle) (Diff between means = 13.7 ± 3.3, 95% CI = 6.7–20.7) and FAS expression (bottom) (Diff between means = 14.1 ± 3.9, 95% CI = 4.8–23.4). **d** H2Kk-MBP_79-87_ staining from OPCs with FMO staining control and quantification below. At peak disease flow cytometry was completed on whole brain tissue to assess intracellular granzyme b staining in target cells (No CPZ vs. AT mean diff = −7.9, 95% CI = −11.3 to −4.5, CPZ vs. CPZ + AT mean diff = −6.9, 95% CI = −9.5 to −4.3)

We utilized an additional adoptive transfer model to further validate OPC antigen presentation and to measure MBP_79–87_ peptide on MHC class I using an antibody specific for this peptide on H2Kk in C3HeB/FeJ mice^50,57^. This system was previously employed to show that TNF/iNOS producing DCs (Tip-DCs) and mature oligodendrocytes mediate determinant spreading in EAE (Supplementary Figs. 10a–d and 11a–c)^50^. Examination of H2Kk and Fas expression were consistent with the previous model in which the AT with and without CPZ fostered increased expression of both markers in OPCs (PDGFRα^+^/A2B5^+^/CD11b^−^/CD45^−^) (Fig. 8b). In MOG_97–114_ AT mice there were a significantly higher proportion of OPCs with induced caspase 3/7 activity (Fig. 8c). When comparing AT-caspase 3/7 active OPCs with CPZ-AT-caspase3/7 active OPCs, we found there was no difference in the percentage of dead cells, but there was a significantly higher proportion of H2Kk and Fas immunoreactive cells in mice fed CPZ (Fig. 8c). One possible explanation for this difference could be the level of IFNγ production by lymphocytes between AT alone and AT-CPZ. In accordance, we previously found that CPZ shifts the lymphocyte brain infiltrate from higher percentages of IL-17 producing CD4^+^ cells to predominantly dual producing IFNγ/IL-17 CD4^+^ cells^35^. Using an antibody specific for H2Kk-MBP_79-87_, we next found increased MBP_79–87_ MHC class I restricted peptide expression on OPCs in animals following AT-CPZ vs CPZ alone (Fig. 8d), suggesting that under inflammatory conditions, OPCs could contribute to determinant spreading. Together, these data show that in an inflammatory setting, OPCs can be induced to function as antigen presenting cells in vivo and present myelin peptide on MHC class I molecules. Moreover, at peak disease, a significant percentage of OPCs are targeted to undergo caspase 3/7 mediated death, providing a mechanistic explanation for the lower density of OPCs observed following oligodendrocyte depletion. We also identified granzyme B^+^ target cells in the inflamed brain after AT (Fig. 9b) amongst non-lymphocyte cell populations that were granzyme B^+^ the CD45hi/PDGFRα^−^/CD11c^−^ DCs, CD45^lo^/PDGFRα^−^/CD11b^+^ microglia, and PDGFRα^+^/A2B5^+^ OPCs (Fig. 9c). Upon further analysis of these granzyme B^+^ populations we found that OPCs specifically were both caspase 3/7 active and not viable, whereas DCs were granzyme B^+^ and viable and microglia were granzyme B^+^ and caspase^+^ and viable (Fig. 9e). These results are consistent with prior studies showing that granzyme B activation in DCs is inhibited by the serpin proteinase inhibitor 9^58^, and caspase-3/7 activation occurs in microglia without triggering cell death in vitro and in vivo^59^, but suggest that OPCs are a more vulnerable population to immune cell cytotoxicity at peak disease when compared to microglia and DCs.

**Fig. 9:**
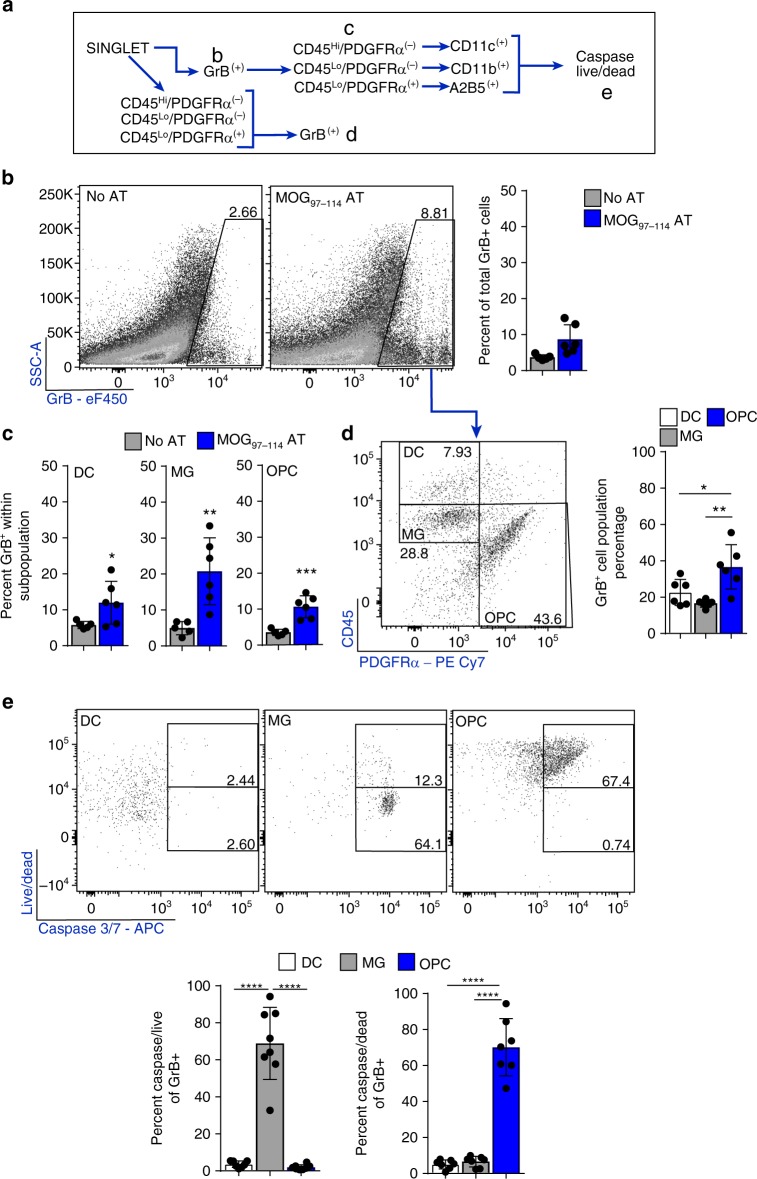
OPCs are targets for granzyme B mediated cytotoxicity in vivo. C3HeB/FeJ donor mice were immunized with whole recombinant rat MOG_1–125_ to induce EAE, and myelin-specific CD4 T cells were isolated ex vivo and reactivated with peptide. Syngeneic recipient mice received MOG_97–114_ T cell AT then killed at peak disease. **a** Cells gating strategy for flow cytometry analysis. **b** Total granzyme b staining from the initial cell and singlet gates. Percent granzyme B positive staining is compared between No AT (gray; *n* = 5) and MOG_97–114_ AT (blue; *n* = 6) (Diff between means = 5.0 ± 1.9, 95% CI = 0.8–9.2). **c** Percent granzyme B staining within designated target cell populations were compared between No AT (gray; *n* = 5) and MOG_97–114_ AT (blue; *n* = 6) (DC diff between mean = 6.2 ± 2.7, 95% CI = 0.1-12.4, Microglia diff between means = 15.8 ± 4.3, 95% CI = 6.2–25.4, OPC diff between means = 7.1 ± 1.4, 95% CI = 3.9–10.4) . **d** Total granzyme B positive cell population, within the AT group, was identified using PDGFRα and CD45 levels and quantified below (DC vs. microglia mean diff = −25.8, 95% CI = −41.2–(−)10.5, DC vs. OPC mean diff = −18.6, 95% CI = −33.9–(−)3.2). **e** DC, MG, and OPCs populations from the total granzyme B positive population was assessed by caspase 3/7 reporter and live/dead staining to determine viability of each population and quantified for caspase^+^/live and caspase^+^/dead populations as shown by bottom and top box gates (respectively) in flow plots. Quantification of data is shown below (caspase^+^/dead; microglia vs. OPC mean diff = −65.2, 95% CI = −75.9–(−)54.5, DC vs. OPC mean diff = −66.0, 95% CI = −76.7–(−)55.3). Significance for all quantified data was either assessed by one-way ANOVA analysis followed by Tukey’s multiple comparison analysis or unpaired, two-tailed *t*-test (P*≤0.05, **≤ 0.01, ***≤0.001, ****≤0.0001). Error bars in all graphs represent standard deviation

### MS lesions have high PSMB8 expression in Sox-10^+^ cells

To expand our studies of OPC phenotypic changes to human tissue samples, we conducted immune-histochemical (IHC) staining of human brain tissues collected from control and MS patients through autopsy. Using myelin proteolipid protein (PLP) staining, regions of normal white matter (NAWM) and white matter lesions (WML) were identified. Staining for PSMB8, a subunit specific to the immunoproteasome, was used to define cells that had activation of the cross-presentation pathway (Fig. 10a). Highly intense and prevalent staining for PSMB8 was observed in WML areas compared to both control and NAWM tissues. Furthermore, there were significantly more cells that were PSMB8^+^ in the WML regions compared to NAWM and healthy control brain white matter (Fig. 10b). To ascertain which cells within the lesion were expressing PSMB8, parallel sections were co-immunostained with the oligodendrocyte lineage marker Sox-10 (Fig. 10c). There were significantly more PSMB8^+^/Sox-10^+^ cells in WML compared to control and NAWM (Fig. 10d), indicating that oligodendrocyte lineage cells within human white matter MS lesions upregulate a key component of the immunoproteosome pathway. Taken together, the results show that oligodendrocyte lineage cells in MS WML upregulate the immunoproteosome pathway specifically in areas of failed remyelination.

**Fig. 10:**
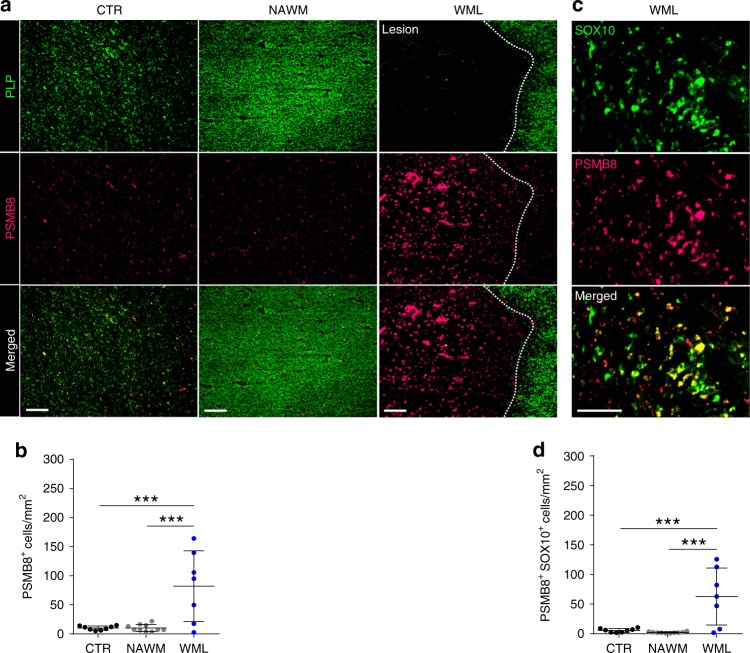
MS lesions have high PSMB8 expression in oligodendrocytes lineage cells. **a** Postmortem tissue from healthy controls or MS patients’ normal appearing white matter (NAWM) and white matter lesions (WML) was analyzed for the immunoproteasome specific subunit, PSMB8 and proteolipid protein (PLP) (scale bar 200 μm). **b** PSMB8 staining colocalization with SOX10 staining. **c**, **d** Quantification of imaging. A total of eight healthy controls, ten NAWM and seven WML sections were counted. Significance was determined by one-way ANOVA analysis followed by Tukey’s multiple comparison analysis (P*≤0.05, **≤0.01, ***≤0.001, ****≤0.0001). Error bars in all graphs represent standard deviation

## Discussion

Our findings demonstrate that OPCs fail to differentiate into mature oligodendrocytes in an inflammatory demyelinating mouse model and are capable of becoming antigen presenting cells. IFNγ induces expression of the MHC class I antigen presentation pathway in OPCs, and in vitro, confers an ability to activate CD8^+^ T cells, which can in turn kill the OPCs as target cells. OPCs can cross present exogenous proteins on class I molecules, a process that has previously been attributed to subsets of professional antigen presenting cells such as DCs^47,60^. We demonstrate that OPCs switch from the constitutive proteasome to the immunoproteasome when exposed to IFNγ. In postmortem MS brain WML, we observed marked upregulation of the immunoproteasome subunit PSMB8 on oligodendrocyte lineage cells, suggesting this process may be a critical component of the chronically demyelinated lesions of people with longstanding MS. Therefore, we suggest that OPCs in an inflamed CNS may not only fail to facilitate remyelination, but could actually propagate chronic inflammation. These data provide mechanistic insight to several recent reports showing that OPCs and oligodendrocyte lineage cells from EAE and people with MS express transcripts associated with inflammation and antigen presentation^61,62^.

MS pathological studies document CNS CD8^+^ cell activation and clonal CD8 expansion to cognate antigen of cells localized to the parenchyma has been observed^23,24,63^. Furthermore, CD8^+^ T cells outnumber CD4^+^ T cells in MS brain lesions that are also populated by recruited OPCs^64,65^. Our results, showing that OPCs can cross present antigen on MHC class I molecules and activate CD8^+^ T cells, may explain the longstanding pathological observations of CD8^+^ cell predominance in the MS lesion. OPCs may have this signaling pathway in order to participate in responses to CNS infections. The subsequent OPC death may be an acceptable resolution to acute infection/inflammation given their abundance in the CNS, as a means to remove cells that are dedicated to this immune-modulatory function, much in the way DCs in the periphery die after presenting antigen.

A prior report from one of us (JG) documented that Tip-DCs cross present antigens in EAE^50^. This study also identified that mature oligodendrocytes, but not microglia, were able to mediate determinant spreading and activation of CD8^+^ T cells. Here we show OPCs express higher levels of peptide loaded class I molecules than do mature oligodendrocytes. Importantly, we were able to demonstrate that OPCs present MBP_79–87_ MHC class I restricted peptide in vivo, but similar to the previous study, were unable to detect this peptide loaded MHC class I molecule expression within the microglial population. 

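In the arrays, some adhesion and co-stimulatory genes of antigen-presenting cells rose with IFNγ. Icam1, an adhesion molecule that binds T cells, had a log2 signal of 7.01 ± 0.34 (SD, n = 3) with T3+IFNγ and 4.91 ± 0.041 with T3 at 24 h (log2 change 2.10, standard error 0.23, limma adjusted p = 4.94e-07, 3 of 3 donors), and it rose by 1.55 at 8 h. Vcam1, another adhesion molecule, rose by 1.18 at 24 h and 1.44 at 48 h. Cd40, the receptor through which helper T cells license antigen-presenting cells, rose by 0.85 at 48 h and 0.91 at 96 h, but did not pass at 48 h without replicate 1 or 2 (limma adjusted p = 0.0813 and 0.0902), nor at 96 h without replicate 1 (0.148). Class II genes at the same times included RT1-Da, at 6.94 at 48 h, and the microglia marker C1qb rose by 4.04 at 48 h. Of 13 measured co-stimulatory, co-inhibitory and adhesion genes, 1, 2, 4 and 4 rose at 8, 24, 48 and 96 h and 1, Tnfsf9, fell at 96 h (1, 3, 4 and 5 higher and 0, 0, 0 and 1 lower over the list alone). The change of Tnfsf9 was −0.44, with a limma adjusted p = 0.135 and 0.204 without replicates 1 and 2. Leave-one-out fits gave 1 to 1, 2 to 3, 2 to 3 and 3 to 4 genes higher. The list's adjusted p from limma's camera was 0.0397, 0.00205, 0.00371 and 0.0128 (adjusted p = 0.308, 0.134, 0.162 and 0.235 with an estimated correlation), and 0.11 at 8 h without replicate 1.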

We also observed upregulation of MHC class II and several co-stimulatory molecules in our microarray and further studies need to be performed to further interrogate this pathway since examination of the ability of OPCs to activate CD4^+^ T cells is clearly of relevance to MS.

In postmortem MS plaques, we saw a substantial proportion of oligodendrocyte lineage cells were present and had high expression of immunoproteosome subunit, PSMB8, but only in the areas of failed remyelination and not the normal appearing white matter. This finding is consistent with the notion that OPCs were either arrested in their maturation and or have taken on an alternative role to present antigen. Since mature oligodendrocytes from MS tissue have been shown to be immunoreactive for Fas surface expression, we propose that OPCs also may be targeted for Fas mediated cells death in MS^66^. We have strong evidence for Fas/FasL signaling contribution to cytotoxicity in vitro and future studies will investigate this pathway in vivo. Furthermore, perforin and granzyme signaling is also important for CD8^+^ CTLs and natural killer cell cytotoxicity. In a recent meta-analysis of 120,991 low-frequency coding variants, the International MS Consortium of Genetics (IMSCG) identified that a variant in *PRF1*, the gene that encodes perforin, is associated with the risk of acquiring MS^67^. We provide in vitro and in vivo data that supports the role of granzyme B induced cytotoxicity. Thus, not only do the OPCs fail to differentiate, but they are co-opted by the immune system to propagate the CNS immune response.

An important area of future study will be to understand the relative contribution of OPC antigen presentation as compared to other classical CNS APCs in demyelinating diseases. One intriguing result we found from our study is that even though we were able to identify granzyme B positive DCs, microglia and OPCs, only granzyme B^+^ OPCs were caspase 3/7 active and were dead. This result indicates that OPCs may be more vulnerable than other antigen presenting cells. In fact, the granzyme B^+^ microglia were caspase 3/7 active but alive while granzyme B^+^ DCs were not caspase 3/7 active and were alive. These two populations have been previously shown to have important signaling mechanisms for utilization of caspase activity and protection from granzyme B induced apoptosis, respectively^58,65^. Caspase activity in microglia is necessary for activation and iNOS production as the caspases are utilized to induce the NF-kB pathway. DCs express serpine molecules that target and cleave intracellular granzyme B and arrest the apoptotic signal upstream of caspase activation.

If this process were operational in MS, as suggested by our observation of marked expression of PSMB8 only in areas of MS brain demyelination, it could suggest that either depleting or redirecting the transcriptional program of pathogenic OPCs may be beneficial for myelin repair. Targeting these newly discovered inflammatory signaling pathways in OPCs may be an important step in blocking inflammatory responses of OPCs, and to facilitate therapies designed to promote myelin repair, which to date have primarily targeted developmental pathways. While proteasomal inhibitors are used in malignancies such as myeloma, they are quite toxic. Nevertheless, targeting one of the three critical subunits of the immunoproteasome (PSMB8, 9, and 10) might allow selective suppression of antigen cross presentation without suppressing normal cell function^68^. Furthermore, enhancing signaling mechanisms that reduce the OPC vulnerability to cytotoxicity, should be a major focus for future studies.

## Methods

### Mice

Mice were housed and maintained in a pathogen-free animal facility at Johns Hopkins University. *TRE/IFNγ* and *GFAP/tTA* mice were a kindly provided by B. Popko (University of Chicago) and were then crossed and maintained in-house. OVA_257–264_ TCR transgenic, OT-1 mice (C57BL/6-Tg(TcraTcrb)1100Mjb/J), and 2D2 MOG_35–55_ TCR transgenic mice (C57BL/6-Tg(Tcra2D2,Tcrb2D2)1Kuch/J) and were originally purchased from Jackson Laboratory and maintained in-house. C3HeB/Fej (000658) were purchased from Jackson Laboratory as needed for experimentation. C57BL/6 (556) and SAS SD timed-pregnant rats were purchased from Charles River (SD400) for the purpose of postnatal OPC and glia cultures. *PDGFRα-CRE*^*ER*^ were provided by D. Bergles then backcrossed to the C57BL/6 background for 12 generations before being crossed with *Rosa26-YFP*. All animal protocols were approved and adhered to the guidelines of Johns Hopkins Institutional Animal Care and Use Committee.

### Recombinant cytokines and pharmacological inhibitors

To determine the effects of cytokine on OPC differentiation and gene expression, cultures were supplemented with rat recombinant IFNγ (10 ng/mL; Peprotech) or rat recombinant IL-17 (50 ng/mL; R&D Systems). The antigen presentation studies mouse OPCs were used and cultured for 12 hrs (unless otherwise specified) with mouse recombinant IFNγ (10 ng/mL; Peprotech) in the presence of media supplemented with human recombinant PDGF-AA (20 ng/mL; R&D Systems). Pharmacological blockade of different aspects of the cytosolic MHC class I pathway was done using Chloroquine (100 μM; Sigma Aldrich), ONX-0914 (30 nM; ApexBio), and a Cathepsin S (10 nM; Calbiochem) inhibitor. Pharmacological blockade of CD8 mediated cytotoxicity pathways was examined using recombinant hDcR3, a decoy receptor for FasL (300 ng/mL; R&D Systems) and Granzyme B inhibitor, Z-AAD-CMK (300nM; Calbiochem). The broad-spectrum caspase inhibitor Q-VD-OPH (10 μM; Cayman Chemicals) was used to block caspase 3/7 reporter activity.

### Peptides

Peptides or protein used for OPC presentation studies were MOG_37–50_ (50 μg/mL; Johns Hopkins Synthesis and Sequencing Core), OVA_257–264_ (50 μg/mL; Johns Hopkins Synthesis and Sequencing Core) or Ovalbumin protein (500 μg/mL; Sigma Aldrich).

MOG_1–125_ (100 mg/mouse; MedImmune) was used for C3HEB/Fej immunizations. AT experiments used MOG_35–55_ or MOG_97–114_ (20 μg/mL; Johns Hopkins Synthesis and Sequencing Core) to select and reactivate isolated CD4 ex vivo.

### Primary cultures

Cerebral cortices were dissected from P4-P6 rodent pups. To obtain cultures with high purity, OPCs were positively selected using A2B5 magnetic beads (Miltenyi) as previously described^36^. A2B5^+^ cells were plated and expanded for 3–4 days with OPC media supplemented with recombinant human PDGF-AA until optimal density was reached and natural BMP antagonist Noggin to inhibit in vitro OPC to astrocyte differentiation and recombinant human PDGF-AA until optimal density was reached. If OPCs were being used in experimentation cells were maintained in PDGF-AA with the addition of cytokines or peptides. For differentiation assays, 96 h of culture combinations of T3 (10 nM; Sigma Aldrich) and recombinant cytokine were supplemented into OPC media.

For glia other than OPCs, cerebral cortices were dissected from P4 to P6 rat pups and were mechanically and enzymatically (2.5% trypsin) digested to obtain a single cell suspension before plating on poly-L lysine (PLL) coated T75 flasks. Mixed glia were cultured in glia medium (DMEM, high glucose with 10% heat-inactivated FBS (Hyclone) and 1% Penicillin/Streptomycin) for 8–9 days or until a multi-layer culture of astrocytes, OPCs and microglia was achieved. To remove microglia flasks were shaken at 180 rpm for 1 h. After shaking supernatant was removed and microglia were plated on PLL coated plates and cultured in microglia medium (2% heat-inactivated FBS). The medium was replenished and OPCs were shaken off for 8 h at 240 rpm. The supernatant containing OPCs was discarded and astrocytes were removed by trypsin then seeded onto PLL coated plates in glia medium (described above). In all, 24–48 h after plating microglia and astrocytes IFNγ stimulation followed by OVA_257-264_ addition was begun (Identical experimental protocol as OPCs).

### CD8 isolation

OVA peptide-specific CD8s were isolated from 8 to 12-week-old OT-1 transgenic mice. In brief, a single-cell suspension was prepared from spleen and lymph nodes. A CD8 negative selection was performed (Stemcell Technologies) and purified cells were stained with Cell Proliferation Dye eFluor450 (Fisher Scientific) according to the manufacturer’s protocol. After flow analysis using Vβ5, CD8, CD62L, CD44 to test for purity and activation status, CD8s were then cultured with OPCs (see below).

### OPC-CD8 co-culture

OPCs were prepared for co-culture (see above), then stimulated with IFNγ for 12 h (unless otherwise specified) to allow for transcription and translation of MHC class I antigen presentation pathway mediators. Next, OVA_257–264_ or Ovalbumin was spiked into the medium and incubated for 8–12 h to permit for processing and presenting time. Cultures were washed so that the only source of antigen was already processed and presented by the OPCs. Isolated and stained OT-1 CD8s were plated with OPCs at a 3:1 CD8:OPC ratio in medium that was 50% CRPMI (RPMI 1640 (Invitrogen) +10% FBS +10 mM HEPES buffer (Quality Biological) +1 mM sodium pyruvate (Sigma-Aldrich) and MEM NEAA (Sigma-Aldrich) + βME + penicillin and streptomycin) and 50% OPC medium. Between 24 and 48 hours of culture, cells were collected and analyzed by flow cytometry (see below).

### Adoptive transfer – cuprizone studies

*MOG*_*35-55*_ *CD4 AT-CPZ into PDGFRα-Cre*^*ER*^ × *Rosa26-YFP*: PDGFRα-Cre^ER^ bred to the C57BL/6 background were crossed with Rosa26-YFP. At the age of 8–12 weeks crossed mice were transferred to a 0.2% CPZ diet for a total of 4 weeks. After 3 weeks of the CPZ diet, 4-hydroxytamoxifen (1 mg/mouse/day for 3 days) was injected to induce CRE recombination in PDGFRα expressing cells. MOG_35–55_ specific CD4^+^ T cells from 2D2 TCR transgenic mice were isolated, purified, polarized to TH17 subtype and expanded ex vivo as previously described^35^. The 2D2 CD4 purity was measured and ~8–10 million cells were injected, IP, into lineage tracing syngeneic recipient mice at the 4 or 6 week CPZ time point. Simultaneously the recipient mice were placed back on a normal chow diet (Supplementary Figs. 1 and 8). After 1–2 weeks, AT mice were killed and prepared for either IHC or flow cytometry analysis (below).

*MOG*_*97–114*_ *AT-CPZ in C3HeB/Fej:* Donor C3HeB/Fej mice were immunized with 100 μg of whole rat MOG_1–125_ protein in complete Freund’s adjuvant (8 mg/mL heat-killed *Mycobacterium tuberculosis* + incomplete Freund’s adjuvant). In all, 250 ng/mouse of Pertussis toxin was injected IP on the day of immunization and 2 days after immunization. After 9–10 days donor rMOG_1–125_ immunized mice were killed, and spleen and lymph nodes were collected. A single cell suspension from these tissues was prepared. CD4^+^ T cell negative selection was completed (StemCell Technologies) and cells were cultured ex vivo with irradiated APCs collected from the spleen of non-immunized C3HeB/Fej mice. In brief, 50 μg/mL MOG_97–114_ peptide and 10 ng/mL of IL23 to expand MOG-specific T cell population and polarize these cells to the TH17 subtype was completed. After 3 days cells were collected and ficolled to remove dead cells. Approximately 10 million CD4+ T cells were adoptively transferred via an IP injection into recipient mice that were previously on a 0.2% CPZ diet for 6 weeks. Mice were monitored for EAE disease and once a score of 3 or greater was reached they were killed and prepared for flow cytometry analysis (below).

### Immunostaining

Performed on cultured OPCs after IFNγ and OVA peptide incubation. Prior to fixation APC-α-H2Kb-OVA (1:100; Biolegend) was added to media after washing the cells. This antibody was incubated with live cells for 2 h before fixation. After fixation α-rabbit-PDGFRα (1:1000; W. Stallcup; Burnham Institute) was used to verify culture purity and for colocalization purposes. DAPI counterstain was performed for 10 min then washed prior to slide mounting.

Mice were IP injected with sodium pentobarbital (250 μL of 5 mg/mL) and euthanized via cardiac perfusions with 30 mL PBS followed by 10 mL of 4% PFA. The whole brain was collected, post-fixed in 4% PFA for 12–18 hours, transferred to 30% sucrose for 3 days, cryosectioned (30 μm) and kept in antifreeze, and stored in at −20 °C until staining was performed. Black Gold II (Millipore) was used to determine myelin content in the corpus callosum. Sections at ~−0.5 mm, −1.0 mm, and −2.0 mm posterior to bregma were stained with α-mouse- MBP SMI-99 (1:1000; eBioscience) and α-rabbit-CD3 (1:50; GeneTex) to determine myelin staining and lymphocyte infiltration, respectively. Lymphocyte characterization and interaction was done using α-rat-CD3 (1:100; Genetex), α-rabbit-CD4 (1:50; Santa Cruz Biotechnology), and α-rabbit-CD8α (1:300; Abcam). Parallel sections were stained with chicken-α-YFP (1:1000; Abcam), rabbit-α-PDGFRα (1:600; W. Stallcup; Burnham Institute), and mouse-α-CC1 (1:50; Chemicon) to determine the fate of recombined OPCs. In addition, mouse-α-Olig2 (1:1000; Millipore) was used in combination with chicken-α-YFP to verify that PDGFRα driven CRE recombination within the corpus callosum was restricted to the oligodendrocyte lineage.

All brains were collected as part of the tissue procurement program approved by the Cleveland Clinic Institutional Review Board. All control and MS brain tissues were characterized for demyelination by immunostaining using 30 µm fixed tissue sections and proteolipid protein (PLP)^4^. Adjacent sections were used for double labeling using PLP/PSMB8 and SOX10/PSMB8. Primary antibodies used were rat anti-proteolipid protein (1:250, gift from Wendy Macklin, University of Colorado, Denver), goat anti-SOX-10 (1:100, R&D Systems, Minneapolis, MN), and rabbit anti-PSMB8 (1:1000, Thermo Fisher Scientific, Rockford, IL). Secondary antibodies were biotinylated donkey anti-rat IgG, donkey anti-goat IgG, and donkey anti-rabbit IgG (1:500, Vector Laboratories, Burlingame, CA), and Alexa 488 donkey anti-rat IgG, Alexa 488 donkey anti-goat IgG and Alexa 594 donkey anti-rabbit IgG (1:500, Invitrogen, Carlsbad, CA). Immunofluorescent-labeled tissues were analyzed using a Leica DM5500 upright microscope (Leica Microsystems, Exton, PA). PLP-PSMB8 and PSMB8-Sox10 images were collected from corresponding sections and manually aligned. Resultant images were analyzed using Fiji version (http://fiji.sc) of the free image processing software ImageJ (NIH, http://rsbweb.nih.gov/ij) to evaluate co-localized PSMB8 and SOX10 positive cells and presented as cells/mm2.

### Proximity analysis

To determine the interaction between YFP^+^ OPCs and T-lymphocytes AT-CPZ mice coronal sections were stained as described above. Confocal microscopy was completed using a Zeiss LSM 800 microscope (Multiphoton Imaging Core). Post-acquisition analysis to determine the percent of OPCs that were interacting with either CD3^+^/CD4^+^ or CD3^+^/CD8^+^ was executed using Imaris software (Bitplane). In brief, T cells were identified as spots and the YFP^+^ staining was used to create the surface mask. The spots close to surface analysis extension was used to count the number of T cell 3.0 μm or less from the center of the spot (T cell) to the surface of YFP surface mask. The number of OPCs were counted manually from each image analyzed.

### Flow cytometry

OPCs or CD8s cultured in vitro were removed from their culture vessel by repeated pipetting. For staining panels that interrogated cytokine and granular protein production cell stimulation was done for 8 h using Cell Stimulation Cocktail with protein transport inhibitors (1:250; eBioscience). Live/Dead staining using LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermofisher) was performed for 20 min. Surface staining using the following CD8 T cell markers; APC-CD8a (1:100; eBioscience), PE-α-Vβ5 (1:100; Biolegend), and APC eFluor 780-α-CD3 (1:100; eBioscience) was completed for 30 minutes. In addition, surface markers for T cell activation were used; APC eFluor 780-α-CD44 (1:100; eBioscience), APC-α-CD62L (1:100; Biolegend), PerCP Cy5.5-α-CD25 (1:100; Biolegend), and FITC-α-CD69 (1:100; Biolegend). Cell permeabilization and fixation was done using IC Fixation Buffer (ThermoFisher) for 20 min. Intracellular staining was performed using FITC, PerCP Cy5.5-α-IFNγ (1:100; Biolegend), PE Cy7-α-TNFα (1:100; Biolegend), APC-α-IL-17 (1:100; Biolegend), FITC-α-GM-CSF (1:100; eBioscience), PE-Cy7-α-Granzyme B (1:50/1:100; Biolegend), and PE-α-perforin (1:100; Biolegend). Staining panels that did not require intracellular staining were immediately stained with a LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (ThermoFisher) after removal from the culture vessel. Surface staining for OPCs was completed using PE Cy7-α-PDGFRa (Miltenyi; 1:25), APC-α-A2B5 (Miltenyi; 1:25), PerCP Cy5.5-α-CD11b (Biolegend; 1:100), BV-421-α-CD11c (Biolegend; (1:100), PE-α-Fas (eBioscience; 1:100), and FITC-α-H2Kb (eBioscience 1:100). Simultaneously staining using Caspase 3/7 Green or Red reagent (Essen Biosciences) was completed for 1 h. Data represented in diagrams and analysis is negative for CD11b and CD11c and positive for PDGFRα and A2B5. Stained cells were run on an 8 color MACSQuant Analyzer (Miltenyi).

AT-CPZ mice were IP injected with sodium pentobarbital (250 μL of 5 mg/mL), after which a cardiac perfusion with 30 mL of PBS was completed. The whole brain was isolated and finely chopped to prepare for efficient enzymatic digestion of tissue using Neural Tissue Dissociation Kit with papain (Miltenyi) according to the manufacturer’s protocol. The remaining tissue was further processed through a 100-μm pore plastic filter to collect a single cell suspension from each brain sample. The myelin component and debris were removed by a 35% percoll gradient centrifugation for 20 minutes, no brake at 650 × *g*. The cell pellet was resuspended and used for flow cytometry staining. Live/Dead Aqua staining (Thermo Fisher) was performed for 20 min followed by a mouse CD16/CD32 Fc block (1:50; Biolegend) for 10 min. To analyze T cell infiltration APC-eFluor 780-α-CD3 (1:100; Biolegend), eFluor 450-α-CD4 (1:100; Biolegend), APC-α-CD8 (1:100; Biolegend) were used. Dendritic cell, macrophages and microglia populations were analyzed based on the expression of APC-eFluor 780-α-CD45 (1:100; eBioscience), BV-421, PE-α-CD11c (1:100; Biolegend), and PerCP Cy5.5-α-CD11b (1:100; Biolegend). The OPC population was identified using PE Cy7-α-PDGFRα (1:25; Miltenyi) in combination with APC-α-A2B5 (1:25; Miltenyi) or PE-α-O4 (1:25; Miltenyi) in combination with APC-α-A2B5. General MHC class I presentation staining was done for mice on the C57BL/6 and C3HeB/Fej backgrounds using PE,APC-α-H2Kb (1:100; eBioscience) and FITC,eFluor 450-α-H2Kk (1:100; Thermo Fisher), respectively. MBP_79–87_ specific H2Kk staining was performed using PE, FITC-αH2Kk-MBP_79–87_ (J. Goverman/Rockland). Finally, to identify cells undergoing cell death and Fas expression interrogation Caspase 3/7 Green or Red reagent (1:1000; Essen Bioscience) and PE-α-Fas (1:100; BD Biosciences) were utilized. Stained samples were analyzed on an 8 color MACSQuant Analyzer (Miltenyi).

### Gene array analysis

Affymetrix microarrays were completed on control and IFNγ treated OPC cultures at baseline (PDGF D0), 8 h, 24 h, 48 h, and 96 h after IFNγ stimulation was initiated. Gene set enrichment analysis (GSEA)^69^ was done by comparing T3 treated samples to T3 + IFNγ treated samples to determine pathway enrichment for genes associated with IFNγ signaling. Data from GSEA was and used in the targeted heat map (Fig. 2e).

### Live cell imaging

OPCs were stained with an eFluor 633 dye prior to the addition of CD8s to ensure subsequent quantification was restricted to the OPC population. Unstained OT-1 CD8s were isolated and added to the stimulated and stained OPCs. Cell membrane permeable, caspase 3/7 Green reagent (1:1000; Essen Biosciences) was added to determine caspase activity. The caspase 3/7 reported was designed to report on caspase 3/7 activity by targeted cleavage of the DEVD peptide sequence and subsequent nuclear translocation of the linked DNA binding dye (Essen Biosciences). Images were captured every 2–3 h using IncuCyte S3 Live Cell Analysis System (Sartorius). Cultures were analyzed for caspase 3/7 stain colocalization with NucLight Rapid Red (Essen Biosciences) labeled OPCs and the applied mask was counted as particles per image with 9 images taken. A total of three experiments were completed. MHC class I inhibitors were applied two hours before antigen was given to IFNγ stimulated OPCs and kept in culture for the antigen loading portion of the experiment until CD8s were applied and antigen, IFNγ and inhibitors were washed away from the culture. Fas/FasL and Granzyme B inhibitors were applied to the culture at the time of OPC-CD8 co-culture initiation and were kept in culture for the remainder of the experiment.

### Quantitative PCR

RNA was extracted from cultured OPCs using RNeasy Plus Mini Kit (Qiagen). First-strand cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad). Quantitative PCR was completed using SensiMix (Bioline) a SYBR based reagent and a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). All target genes were normalized to *hprt1* reference gene and delta-delta CT analysis was performed.

### Statistical analysis

Unpaired two-tailed Student’s *t*-test, Pearson Correlation, one-way ANOVA with Tukey’s multiple comparisons post hoc test and two-way ANOVA with Tukey’s multiple comparisons post hoc test were performed. Specific tests are noted in figure legends with significance level annotation. All error bars represent the standard deviation of the mean.

### Approvals

The research reported in this study complied with all relevant ethical regulations for animal testing and research and was approved by the Johns Hopkins Institutional Animal Care and Use Committee. All MS brain tissues used for the staining were de-identified postmortem brain tissue and therefore did not constitute human subjects research and were exempted from IRB.

## Supplementary information

Supplementary Information

Peer Review File

Source Data

## Data Availability

The microarray data are available at GEO Submission (GSE133508) [NCBI tracking system #20113763] https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133508 The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

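Gene expression was measured in 27 Affymetrix rat genome arrays of cultured OPCs, 3 for each of 9 groups: PDGF at 0 h, and T3 and T3+IFNγ at 8, 24, 48 and 96 h. Every array was assigned to its group and replicate from its label, and the replicate numbers were read as donors. The authors computed the deposited values with RMA, which corrects the background, normalizes the arrays by quantiles and summarizes each probe set as a signal on the log2 scale, and their notes name limma for the comparisons, both without a version. The values run from 2.28 to 14.5 with a median of 5.99, and the medians of single arrays from 5.95 to 6.03, so they were used as deposited, with no further normalization and no filter on low values.

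The table holds 31099 probe sets, of which 57 are controls. The platform annotation of 2016 given with the data names 1 gene symbol for 20832 of the 31099, several for 436 and none for 9831, and the last 2 groups were left out of the gene tests. By Entrez identifier, 20764 of the 20832 were found in the reference annotation (assembly GRCr8). This leaves 14217 genes, 4525 of them with more than 1 probe set, and the probe set with the highest mean over all arrays stands for its gene. Probe sets of the same gene were called in opposite directions for 0, 2, 4 and 3 genes with IFNγ at 8, 24, 48 and 96 h, none of them in the gene lists. For some listed genes another probe set was called where the brightest was not, as for RT1-Ba and Csf1. The brightest of 4 probe sets of Csf1 had changes of 0.40, 0.13 and 0.21 at 8, 48 and 96 h, not called. Another rose by 1.82, 2.04 and 1.60 (limma adjusted p = 1.55e-08, 1.69e-09 and 1.01e-07), and a further one changed by 0.19, 0.003 and −0.06, not called.

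R 4.3.3 with limma 3.58.1 fitted 1 mean per group over all 27 arrays, so that all groups share an estimate of the spread, with moderation by eBayes and Benjamini-Hochberg adjustment over genes within each comparison. T3+IFNγ was compared with T3 at each time and on average over the 4 times, T3 was compared with PDGF at each time, and the change with IFNγ at 96 h was compared with that at 8 h as an interaction. A gene was called at an adjusted p under 0.05, and in the Venn-type overlaps also at a change of at least 2-fold. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 prepared the tables and drew the plots. Profiles came from k-means with 3 centres and 50 starts (seed 11) on scaled group means. The course of the T3 program was measured in each donor on genes chosen in the other 2 donors, so that chance in the chosen arrays stays out of the percentages.

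The settings, the 26 gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Of the lists, 6 are those of Fig. 2e and 2f (early response genes, constitutive proteasome, immunoproteasome, peptide processing, MHC class I and MHC class II), which the study chose on these arrays. The others cover other proteasome subunits, interferon-stimulated genes, class I assembly, antigen uptake and lysosome, co-stimulation, chemokines and cytokines, cell death, IFNγ signalling, myelin, OPC and progenitor genes, lineage transcription factors, the cell cycle, cholesterol synthesis, thyroid hormone, the ribosome, and markers of microglia and macrophages, astrocytes, neurons, vascular cells and fibroblasts, and T cells. Each list was tested with limma's camera at a preset correlation of 0.01, in 104 tests of IFNγ and, for 11 lists, 44 tests of T3, adjusted within each family, and beside it with an estimated correlation and with fry. Genes without a probe set of their own are missing from the lists, among them Psmb6, RT1-A2, RT1-D1 and Cd274, and some others are not reported here. The genes named in the text are those the paper names for the arrays and the qPCR of Fig. 2 and Fas, the 10 largest rises and falls with IFNγ at each time and the 5 largest with T3 at 96 h that were called and moved the same way in all 3 donors, up to 4 called members of each list with the largest change and any called member that goes against its list, and the 5 largest interactions of each sign.

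The replicate numbers pair the arrays: deviations from the group means correlated over genes with a median r of 0.310 between arrays of the same donor, against −0.171 between different donors, so a fit with donors as blocks is given where it changes a result. The 3' and 5' control probe sets of Gapdh and beta-actin were compared as a check of RNA quality, and no 2 arrays were identical (highest correlation 0.9973). The steps were tested on simulated data: of 200 genes changed at 96 h in arrays drawn from normal distributions with each gene's mean and spread, 62% of those changed 1.5-fold were called, 94% of those changed 2-fold, and 100% of those changed 4-fold, with 6 unchanged genes called. Genes simulated to reach 50% of the T3 change were measured at 49.81%, and simulated profiles were placed right in 100% of genes. With 3 arrays in each group, their number limits the precision.

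The alternatives were fold limits of 1.5 and 2, donors as blocks, each replicate left out, only the 6 arrays compared, a filter that keeps 10172 genes at or above a log2 signal of 5.99 in at least 3 arrays, quantile normalization, median centring, the mean of a gene's probe sets, every probe set on its own, a trended and robust fit, array weights, the t-test of the methods section, other clusterings, and other limits on the T3 change. Chance was examined with all 10 splits of the 6 arrays of a comparison into 3 and 3, and, for results over several times, with 100 draws that exchange T3 and T3+IFNγ within donor and time. Cultures with IFNγ alone, which the legend of Fig. 2 names, and the quantitative PCR were not analysed here. The gene sets of the paper's GSEA were not used here, and the fixed lists were tested.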

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

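The tests of the microglia markers at 8 h and against PDGF and of RNA quality at 24 h alone were chosen only after the result was seen, as was the setting without the T3+IFNγ arrays of replicate 2 at 8 and 24 h.

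The effect of IFNγ differed between 96 h and 8 h in a test of the difference itself. It was more positive at 96 h for 318 genes, and by most for Lyz2 (log2 difference 5.37), a lysozyme of phagocytes, RT1-N2 (4.46), a class I gene, Ifit3 (4.44), an antiviral gene, Saa3 (4.41), an acute-phase protein, and Pcolce (4.33), a helper of collagen processing. It was more negative for 296 genes, and by most for Mal (−4.61), Ppp1r14a (−3.67), Opalin (−3.59), Ptgr1 (−3.41) and Cfap20dc (−3.12). Without replicate 2, the limma adjusted p of the difference for RT1-N2 was 0.119. In all, 614 genes passed, and which direction held more depends on the setting (626 more positive and 444 more negative with donors as blocks, 283 and 323 with median centring, 295 and 335 with quantile normalization, and 304 and 313, 71 and 81, and 87 and 105 without replicates 1, 2 and 3), and the 10 splits of the 6 pairs of arrays, of which the real split is the 1 with as many calls and the others give at most 0, are too few for a share under 0.05.

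Signals in genes that the paper does not discuss were a rise of the microglia and macrophage markers (median 1.89 at 96 h), a median change of −0.51 in the list of cholesterol synthesis at 24 h, and rises of Kdr, a receptor of endothelial growth factor (2.31 at 8 h), of the neuronal genes Nefm (2.06) and Tubb3 (1.80) and of the T cell gene Cd8a (1.37) at 96 h. The 2 list signals had an adjusted p = 0.209 for the markers and 0.264 for cholesterol with an estimated correlation. The rise of Cd8a did not pass without replicate 3 (limma adjusted p = 0.0784).

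MHC class II genes rose with IFNγ, and genes of microglia and macrophages rose with them at 96 h, by a median of 1.890 against 2.463, in cultures sorted with A2B5 magnetic beads (C1qb had a log2 signal of 9.13 and Fcer1g of 9.58 with T3+IFNγ, against 4.97 and 7.19 with T3; the levels of Fcer1g were chosen after they were seen). A larger amount of microglial RNA alone passes the planned test, since these medians lie within 1 of each other, but PDGF, a test added later, argues against it: T3+IFNγ at 96 h differed from it by 0.011 ± 0.895 in the markers (mean of the medians of 3 donors ± SD) and by 2.404 ± 0.598 in class II, a gap of 2.393 ± 0.577. In the other added test, at 8 h, the markers rose by a median of 0.230 against 1.510 for class II, which argues against it for the early rise as well. Class II expressed by such cells under IFNγ, in proportion to their share, stays open, since class II deviations followed marker deviations over the 12 T3+IFNγ arrays with a slope of 0.345 (standard error 0.176 over the means of 3 donors), between the limits of 0.5 and 0.25 set for and against it, so the test cannot tell. Expression by OPCs themselves, which the design does not separate from that of other cells in the culture, stays open in the arrays. For other cultures, the paper reports class II on OPCs that carry class I after IFNγ. It also reports a high purity of mouse OPCs after A2B5 selection.

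Of 1174 genes that T3 induces at least 2-fold at 96 h, 56, 177 and 354 were lower with IFNγ at 8, 24 and 48 h (8 to 92, 72 to 199 and 128 to 378 in leave-one-out fits) and 50, 82 and 96 higher (29 to 66, 37 to 106 and 43 to 119), and at 24 h their course was lower in 2 of 3 donors only. A smaller share of oligodendrocyte lineage cells would raise the markers of all other cells alike. At 96 h this was not seen: the lowest median was −0.064 (vascular cells and fibroblasts). The microglia markers rose over the astrocyte markers by 1.873 ± 0.878 (SD, n = 3 donors). At 24 and 48 h the medians of all these lists were above 0. At 48 h they were 0.335 for astrocytes, 0.195 for neurons, 0.040 for vascular cells and fibroblasts and 1.617 for microglia. A smaller share therefore stays open at 24 and 48 h. The test cannot exclude a share lowered by microglia alone at any time, since it asks for a rise of all other cells. Lower RNA quality in all T3+IFNγ arrays would widen the gap between the 3' and 5' controls in all donors. Neither control shows this at 48 or 96 h (wider in 6 of 9 pairs of arrays from 24 to 96 h for Gapdh and in 5 of 9 for beta-actin). At 24 h beta-actin shows it in 3 of 3 donors and Gapdh in 2 of 3, so it stays open at 24 h. The test cannot exclude lower quality in a single donor. At 48 h both controls were wider in 2 of 3 donors. In replicate 2 beta-actin was at 1.16 with T3+IFNγ against 0.818 with T3, and Gapdh at −0.135 against −0.261. Lower quality of that array therefore stays open at 48 h, where 128 genes were lower without replicate 2. A delay, which the design allows as a biological explanation, needs a further rise of the T3 program with IFNγ from 48 to 96 h, which was at least 33.9 points (33.93, 45.17 and 39.05 in the 3 donors, against 35.41, 39.14 and 47.91 with T3). A lasting partial reduction would give such a rise too, so the test cannot tell, and both stay open.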

How the results depend on the processing

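The setting without the T3+IFNγ arrays of replicate 2 at 8 and 24 h was chosen after the result was seen. No named gene that was called changed direction in any setting, while some that were not called crossed 0. The change of RT1-Ba with IFNγ, −0.10 at 48 h and −0.15 at 96 h from its brightest probe set and not called, was reversed to 2.56 and 2.44 with the mean of its 4 probe sets, of which 2 rise. Over all settings, 6940 of 7395 values of named genes kept their call, 423 lost the call, 30 gained it and 2 were reversed, and most losses came without replicate 2 (136), without replicate 3 (102) and with only the 6 arrays compared (76), which leave fewer arrays. Of 1776 list tests, 1665 kept their call, 68 lost it, 37 of them with an estimated correlation, and 43 gained it. Donors as blocks changed the calls of 5 of 585 gene comparisons and 6 of 148 list tests, and no other call of a named gene or list. Among them, with T3 at 96 h, were Fas, Psmb7 and RT1-Bb (limma adjusted p = 0.0246, 0.0194 and 0.0429, against 0.0694, 0.0594 and 0.1 without blocks). No scaling moved the median of all genes by more than 0.1.

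Fold limits and the choice of test moved the counts of called genes, the first because fewer genes meet them. At 1.5-fold, 913, 1207 and 1075 genes were called with IFNγ at 24, 48 and 96 h and 808, 2757, 3538 and 4839 with T3 at the 4 times, and at 2-fold 284, 433, 554 and 518 with IFNγ and 212, 1262, 1794 and 2751 with T3. The methods' t-test without adjustment called 1556, 2906 and 3693 genes with IFNγ at 8, 24 and 96 h, and with adjustment 160, 570, 522 and 1072 at the 4 times and 1 with T3 at 8 h. With only the 6 arrays compared, 391 and 1116 genes were called with IFNγ at 8 and 24 h and 362 with T3 at 8 h. With array weights these were 1128, 3109 and 2974 genes with IFNγ at 8, 24 and 96 h, 3467 with T3 at 8 h, 1107 for the interaction and 1 gene lower at all 4 times, and the cause was not tested. With every probe set, more features are tested, and 1125, 2691, 3724 and 3132 were called with IFNγ, 8208, 10366 and 13337 with T3 at 24, 48 and 96 h and 7726 on average over the times, with 277 higher and 1 lower at all 4 times. Donors as blocks gave 1070 genes for the interaction and 1 lower at all 4 times, and the cause was not tested. The overlap over all 4 times held 266 genes higher and 6 lower at 1.5-fold, and 330 and 24 without a fold limit. Of genes repressed by T3 at least 1.5-fold, a wider choice, 350 were higher with IFNγ at 48 h.

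In leave-one-out fits, which rest on fewer arrays, the calls ranged from 360 to 923 with IFNγ at 8 h, 646 to 1774 at 24 h, 918 to 2548 at 48 h and 988 to 1786 at 96 h, from 217 to 1381 with T3 at 8 h and 3288 to 4903 at 24 h, from 2656 to 4404 on average over the times and from 152 to 617 for the interaction, with 0 to 1 genes lower at all 4 times. Genes induced by T3 and lower with IFNγ ranged from 8 to 92 at 8 h, 72 to 199 at 24 h and 128 to 378 at 48 h, and genes repressed by T3 and higher with IFNγ from 110 to 236 at 48 h. The percentages of the T3 program were not run in leave-one-out fits, since choosing genes in other donors needs all 3.

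The profiles held 1690, 810 and 1990 genes when chosen by a 2-fold difference between any groups, a wider choice, and the third held 60 with hierarchical clustering, for which the cause was not tested. List calls with IFNγ numbered 41 with an estimated correlation in place of the preset 0.01, and the cause was not tested. With it the myelin list had an adjusted p of 0.311, 0.064 and 0.0946 at 8, 24 and 48 h, and with array weights of 0.0577 at 8 h, for which the cause was not tested. The constitutive proteasome pair had an adjusted p of 0.00971 at 24 h and 0.00391 at 48 h with fry, which does not compare it with other genes. Under the other alternatives the percent of the T3 program reached at 96 h with IFNγ was 84.1 to 87.4 for induced and 86.5 to 89.2 for repressed genes, and 91 to 129 genes were IFNγ-linked.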

Differences from the paper's values

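The paper gives counts of genes in the Venn diagrams of Fig. 2c, and its main text and legends state no fold or p threshold for them. Its supplementary information was not examined, so the counts here rest on thresholds of their own (adjusted p under 0.05 and at least 2-fold, 1 probe set per gene). Higher at all 4 times were about 340 genes in Fig. 2c, read by eye, and 173 here. Among the alternatives set before the data were examined, 266 genes at 1.5-fold, 330 without a fold limit and 277 with every probe set were within 1.5 times the paper's count, and the other alternatives were not. Lower at all 4 times were about 21 genes in Fig. 2c, read by eye, and 0 here, where 24 genes without a fold limit came within 1.5 times and the other alternatives did not. Higher at a single time were about 510 genes in Fig. 2c, read by eye, and 203 here, where 443 genes at 1.5-fold and 362 with every probe set came within 1.5 times, and the other alternatives, 829 genes without a fold limit among them, did not. Lower at a single time were about 870 genes in Fig. 2c, read by eye, and 283 here, where 729 genes at 1.5-fold came within 1.5 times, and the other alternatives, 1493 genes without a fold limit and 521 with every probe set among them, did not.

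The paper states that the subunits of the constitutive proteasome went down with IFNγ at significance. Of the 3 subunits of Fig. 2e, 2 were measured, and neither was called over all genes at any time with the settings used first (limma adjusted p of Psmb7 0.0525 at 48 h). Their median change was −0.11 at 8 h, −0.25 at 24 h, −0.29 at 48 h and 0.14 at 96 h. Both were called lower at 48 h over all genes with median centring and with a trended and robust fit, and Psmb7 also with the filter on low values, the mean of probe sets and array weights. Adjusted over the list alone, both were lower at 24 and 48 h, fry gave the pair an adjusted p of 0.00971 and 0.00391 at these times, and Psmb7 was lower at 48 h with donors as blocks (limma adjusted p = 0.0126) and without replicate 1 (0.0138).

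The paper reports lower MBP in cultures with IFNγ at 96 h, by qPCR and staining of other cultures. On the arrays Mbp was lower at 24 h (−1.31) and its change at 96 h was −0.07, at signals of 14.41 and 14.48 where the highest value of any array is 14.5. Other myelin genes were lower at 96 h, among them Mal (−4.94) and Opalin (−3.68).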

Other observations

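The setting without the T3+IFNγ arrays of replicate 2 at 8 and 24 h and the test on genes induced by T3 and higher with IFNγ were chosen after the result was seen.

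Some genes of cell death rose with IFNγ. Fas, the death receptor, rose by 1.06, 0.92, 1.25 and 0.97 on the log2 scale at 8, 24, 48 and 96 h (limma adjusted p = 3.9e-05 at 48 h, 3 of 3 donors), but did not pass at 24 h without replicate 2 (limma adjusted p = 0.0524). Tnfsf10, the death ligand TRAIL, rose by 3.26 at 24 h, and Bid, which carries the death signal to mitochondria, by 2.16 at 96 h. Serpinb9, which inhibits granzyme B, rose by 3.53 at 24 h, and Cflar, which inhibits caspase-8 at the receptor, by 2.26 at 96 h. Of 22 measured genes, 10, 10, 12 and 11 rose and none fell (11, 12, 12 and 12 over the list alone), with 6 higher at 8 and 24 h without replicate 2, 6 at 24 h and 7 at 96 h without replicate 3, and an adjusted p of 7e-15 at 8 h and 4.32e-10 at 96 h from limma's camera. Markers of microglia and macrophages had a median change of 0.23, 1.01, 1.62 and 1.89 at 8, 24, 48 and 96 h, against 0.48, 0.47, 0.54 and 0.41 for this list.

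Some genes of cholesterol synthesis, which supplies the myelin membrane, were lower with IFNγ, 6 of 20 at 24 h and 6 at 48 h. Tm7sf2, a reductase of this pathway, fell by 1.13 at 24 h. Of 20 measured genes at 8, 24, 48 and 96 h, 0, 0, 0 and 0 rose and 0, 6, 6 and 2 fell (0, 0, 0 and 0 and 0, 19, 16 and 2 over the list alone). Limma's camera gave an adjusted p of 3.22e-07, 1.65e-05 and 0.0012 at 24, 48 and 96 h (adjusted p = 0.264, 0.329 and 0.48 with an estimated correlation) and 0.665 at 8 h. Leave-one-out fits gave 1 to 9 genes lower at 24 h, 0 to 17 at 48 h and 0 to 4 at 96 h, and 3 were lower at 24 h without the T3+IFNγ arrays of replicate 2 at 8 and 24 h. With T3, 16 of the 20 rose at 24 h and 17 at 48 h and none fell (adjusted p 5.73e-06 and 8.34e-10 from camera, and adjusted p = 0.441 and 0.225 with an estimated correlation). With T3 at 96 h, 10 of the 20 rose and 1 fell (adjusted p 0.0256 from camera, and adjusted p = 0.729 with an estimated correlation), with 6 higher without replicate 3. Of 28 cell cycle genes with IFNγ, 0, 0, 0 and 0 rose and 0, 3, 1 and 1 fell (0, 0, 0 and 0 and 0, 3, 0 and 1 over the list alone), with an adjusted p of 0.88, 0.000104, 0.876 and 0.403 (at 24 h, adjusted p = 0.45 with an estimated correlation). Leave-one-out fits gave 0 to 1, 0 to 9, 0 to 2 and 0 to 4 lower cell cycle genes. Of 9 genes of thyroid hormone, 0, 1, 2 and 0 rose and 0, 1, 1 and 2 fell (1, 2, 2 and 2 and 1, 1, 1 and 3 over the list alone), with an adjusted p of 0.403, 0.905, 0.57 and 0.218, and Dio3, which inactivates T3, fell by 1.02 at 96 h. Leave-one-out fits gave 0, 0 to 3, 1 to 2 and 0 to 2 higher and 0, 0 to 1, 0 to 1 and 2 to 3 lower for this list. Of 17 ribosomal proteins, 0, 0, 0 and 0 rose and 0, 1, 2 and 0 fell (0, 0, 0 and 0 and 0, 0, 2 and 0 over the list alone), with an adjusted p of 0.57, 0.0351, 0.00784 and 0.905 (adjusted p = 0.561 at 24 h and 0.48 at 48 h with an estimated correlation), and of 0.381 and 0.0661 at 24 and 48 h without replicate 2. At 24 h it was 0.255 without the T3+IFNγ arrays of replicate 2 at 8 and 24 h, and leave-one-out fits gave 0, 0, 0 to 1 and 0 lower ribosomal genes.

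Few markers of astrocytes, neurons, vascular cells and T cells were called. Of 11 astrocyte markers with IFNγ, 0, 2, 2 and 2 rose and 2, 1, 0 and 2 fell (0, 2, 3 and 2 and 2, 1, 1 and 2 over the list alone), with an adjusted p of 0.259, 0.263, 0.112 and 0.876 from camera, and at 48 h of 0.0436 with donors as blocks and 0.0247 without replicate 1. With an estimated correlation the adjusted p at 48 h was 0.561. Of 15 neuronal markers, 1, 1, 2 and 3 rose and 0, 0, 0 and 0 fell (1, 1, 2 and 3 and 0, 0, 0 and 0 over the list alone), with an adjusted p of 0.259, 0.57, 0.103 and 0.0439, and at 96 h of 0.219 with an estimated correlation, 0.0522 with donors as blocks, 0.0999 without replicate 3 and 0.0542 without the T3+IFNγ arrays of replicate 2 at 8 and 24 h. The neurofilament gene Nefl rose by 1.83 at 96 h. Of 14 vascular and fibroblast markers, 1, 2, 0 and 0 rose and 0, 0, 1 and 0 fell (1, 2, 0 and 0 and 0, 0, 1 and 0 over the list alone), with an adjusted p of 0.0845, 0.218, 0.716 and 0.738. Of 8 T cell markers, 0, 0, 2 and 2 rose and 0, 0, 0 and 1 fell (0, 0, 2 and 3 and 0, 0, 2 and 1 over the list alone), with an adjusted p of 0.164, 0.218, 0.728 and 0.5. At times with 0 called in both directions, limma gave 1 T cell gene higher at 8 h and 1 at 24 h, 1 vascular gene higher at 96 h, and 0 ribosomal genes at 8 and 96 h at an unadjusted p under 0.05, and at 8 h 0 of the cell cycle and cholesterol lists and 1 thyroid gene higher and 1 lower. Leave-one-out fits gave 0, 0 to 3, 0 to 3 and 0 to 2 higher and 0 to 3, 0 to 1, 0 and 0 to 1 lower astrocyte markers, 0 to 1, 0 to 2, 1 to 2 and 3 higher and 0, 0 to 2, 0 to 1 and 0 to 1 lower neuronal markers, 1, 1 to 2, 0 and 0 higher and 0, 0, 0 to 1 and 0 lower vascular markers and 0, 0, 0 to 1 and 1 to 3 higher and 0, 0, 0 and 0 lower T cell markers.

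With T3 alone, 0, 0, 6 and 13 of 16 markers of microglia and macrophages were lower than with PDGF at 8, 24, 48 and 96 h. At 8 and 24 h limma gave 0 and 2 lower at an unadjusted p under 0.05, and at 48 h leave-one-out fits gave 0 to 10 lower. At 96 h 14 were lower over the list alone, and 5 without replicate 2, with an adjusted p of 0.0254 from limma's camera and adjusted p = 0.721 with an estimated correlation. Camera gave 0.191 at 24 h (0.0453 with donors as blocks) and 0.0545 at 48 h (0.00642), and without replicate 3, 0.0478, 0.0122 and 0.00182 at 8, 24 and 48 h. With an estimated correlation the adjusted p was 0.862, 0.743 and 0.729 at 8, 24 and 48 h. Fcer1g, an Fc receptor chain of myeloid cells, had a log2 signal of 10.07 ± 0.52 (SD, n = 3) with PDGF, 7.19 ± 0.74 with T3 at 96 h and 9.58 ± 1.31 with T3+IFNγ at 96 h (this gene was chosen after its values were seen). Of 19 OPC and progenitor genes, 8 fell and 2 rose at 96 h, among them Sox11, which fell by 3.55, and of the 5 lineage factors 3 rose, Zfp536 by 3.64. Their adjusted p from camera was 0.128 and 0.0256 (for the factors, adjusted p = 0.103 with an estimated correlation). Of the other markers at 96 h, 5 astrocyte markers rose and 1 fell (adjusted p 0.0339, and adjusted p = 0.626 with an estimated correlation), 2 neuronal markers rose and 8 fell (0.414), 2 vascular markers rose (0.761) and 1 T cell marker rose (0.46). Without replicate 2, 0 vascular markers rose, and without replicate 3, 1 progenitor gene and 1 neuronal marker rose and 1 vascular marker fell.

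A hypothesis that IFNγ lowers every gene that T3 induces in equal measure was tested. At 48 h 30.15% of these genes were called lower, a share that does not decide, since a small reduction leaves many genes uncalled. The 96 genes called higher (43 to 119 in leave-one-out fits), where unchanged genes would give 4.71, argue against a net reduction of every gene. They were 8.18% of the genes that T3 induces, and 6.67% of the other genes were called higher.

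Other splits of the arrays were used to ask whether chance can be excluded. With 3 arrays against 3 the 10 splits are too few for a share under 0.05, and in each comparison the real split is the 1 with the most calls. The highest other split gave 399 calls against 748 with IFNγ at 8 h, 16 against 1750 at 24 h, 4 against 2290 at 48 h and 2 against 1924 at 96 h, and 3 against 1802 with T3 at 8 h and 0 against 4967, 6132 and 7528 at 24, 48 and 96 h. The split with 399 calls parts fewer donors than the real one, and the other splits that part all 3 donors gave 0 calls. T3 and T3+IFNγ were also exchanged within donor and time in 100 draws, the real one included. This excludes chance for the average over the times (4433 genes, at most 2842 in the others, 1 draw as large). It does so too for the 173 genes higher at all 4 times (at most 0). The 126 IFNγ-linked genes are part of these 173, so their result (at most 0) is no separate exclusion of chance. The draws also exclude chance for the shortfall of the genes that T3 induces (8.76 points, at most 7.48). The course of the genes that T3 represses was not tested in this way. For the 63 list calls, 2 of the 100 draws were as large, with at most 64 in the others, a share under 0.05.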
